# The role of *Xist*‐mediated Polycomb recruitment in the initiation of X‐chromosome inactivation

**DOI:** 10.15252/embr.201948019

**Published:** 2019-08-27

**Authors:** Aurélie Bousard, Ana Cláudia Raposo, Jan Jakub Żylicz, Christel Picard, Vanessa Borges Pires, Yanyan Qi, Cláudia Gil, Laurène Syx, Howard Y Chang, Edith Heard, Simão Teixeira da Rocha

**Keywords:** chromatin, PRC1, PRC2, X‐chromosome inactivation, *Xist*, Chromatin, Epigenetics, Genomics & Functional Genomics, RNA Biology

## Abstract

*Xist* RNA has been established as the master regulator of X‐chromosome inactivation (XCI) in female eutherian mammals, but its mechanism of action remains unclear. By creating novel *Xist‐*inducible mutants at the endogenous locus in male mouse embryonic stem (ES) cells, we dissect the role of the conserved A‐B‐C‐F repeats in the initiation of XCI. We find that transcriptional silencing can be largely uncoupled from Polycomb repressive complex 1 and complex 2 (PRC1/2) recruitment, which requires B and C repeats. *Xist* ΔB+C RNA specifically loses interaction with PCGF3/5 subunits of PRC1, while binding of other *Xist* partners is largely unaffected. However, a slight relaxation of transcriptional silencing in *Xist* ΔB+C indicates a role for PRC1/2 proteins in early stabilization of gene repression. Distinct modules within the *Xist* RNA are therefore involved in the convergence of independent chromatin modification and gene repression pathways. In this context, Polycomb recruitment seems to be of moderate relevance in the initiation of silencing.

## Introduction

Long non‐coding RNAs (lncRNAs) are a class of non‐protein coding RNAs of > 200 nucleotides that are frequently capped, spliced, and polyadenylated. Some are located in the nucleus and have been implicated in transcriptional regulation and recruitment of chromatin modifiers, using still poorly defined molecular mechanisms (reviewed in refs. 1, 2). *Xist* (*X‐inactive‐specific transcript*) lncRNA represents the most studied paradigm of a nuclear RNA with documented roles in transcription regulation and recruitment of chromatin modifiers in female eutherian mammals (reviewed in ref. 3). *Xist* lncRNA is ultimately expressed from only one of the two X chromosomes, “coating” in *cis* its chromosome territory and triggering a cascade of events that result in chromosome‐wide gene silencing and formation of facultative heterochromatin (reviewed in ref. 3). How *Xist* coordinates these two processes, and their causal relationship, is still unclear. In this context, the Polycomb group (PcG) proteins are of particular interest (reviewed in refs. 4, 5).

Recruitment of PcG proteins following *Xist* RNA coating is an early event during XCI. Both PRC1 and PRC2 are recruited to lay down H2AK119ub and H3K27me3 on the future inactive X chromosome (Xi), respectively 6, 7, 8. Recently, our refined temporal analysis showed that PRC1‐associated H2AK119ub mark precedes the accumulation of the PRC2‐associated H3K27me3 mark on the inactivating X chromosome 9. Both canonical PRC1, with a CBX subunit, and non‐canonical versions, with RYBP/YAF2 subunits, are known to be recruited to the Xi 10, 11, 12. Recently, several studies showed that the non‐canonical PCGF3‐PRC1 and PCGF5‐PRC1 complexes associate with *Xist* RNA via hnRNPK RNA binding protein (RBP) 10, 13, 14, 15. PCGF3 and PCGF5 are paralogs, and both PCGF3‐PRC1 and PCGF5‐PRC1 complexes are very similar in function 10, 16 and composition: Besides PCGF3 or PCGF5, they contain the catalytic RING subunits RING1A/RING1B, RYBP/YAF2, FBRS, and the accessory proteins CK2 and AUTS2 17, 18. For this reason, they will be defined as PCGF3/5‐PRC1 throughout this article. PCGF3/5‐PRC1 appears to mediate early H2AK119ub deposition 10 which seems to be sensed by the JARID2, a PRC2 co‐factor, that helps to bring PRC2 to the Xi 19, 20. However, this interdependent model for PcG recruitment might not fully explain how PRC1 and PRC2 are recruited to the X chromosome. Indeed, independent pathways for PRC1 and PRC2 recruitment seem to also play a smaller role 14, highlighting the fact that mechanisms of *Xist*‐mediated PcG recruitment are far from being fully understood.

The role of PRC2 in XCI was first uncovered through the analysis of a mouse knock‐out for *Eed*, a PRC2 component, in which loss in maintenance of XCI was seen in the extra‐embryonic tissues of female embryos 21, 22. In contrast, the role of PRC1 or PRC2 during XCI in embryonic lineages or in differentiating ES cells remains inconclusive with slightly inconsistent results 8, 10, 11, 23. These discrepancies arise in part from the models used to address this question. *In vivo* analysis of XCI has been confounded by severe developmental abnormalities and early lethality upon disruption of PRC2 function 8, 23. Similarly, *in vitro* analyses usually involved *Xist* transgenes on autosomes which may not fully recapitulate the chromatin requirements of the X chromosome during XCI 10, 11, 24. Moreover, deletion of PcG proteins delays ES cell differentiation 20, 25, 26, a necessary precondition for *Xist* expression and XCI. It is in this context that we set out to address PcG function in *Xist*‐dependent transcriptional silencing during early ES cell differentiation.

*Xist* is an unusually long RNA (15,000–17,000 nt) with low overall sequence conservation, except for a series of unique tandem repeats, named A‐to‐F (Fig 1A) 27, 28, 29. The most conserved and best studied is the A repeat, which is essential for *Xist*‐mediated gene silencing 30. The A repeat interacts specifically with proteins such as SPEN and RBM15 both believed to be involved in its gene silencing role 13, 31, 32, 33, 34, 35. Other *Xist* RNA repeat regions have been implicated in the recruitment of factors involved in *cis*‐localization (*e.g*., recruitment of CIZ1 matrix attachment protein by the E repeat) 36, 37 or Polycomb chromatin modifications 14, 15, 20. We previously showed that a region spanning F, B, and C repeats is critical for PRC2 recruitment to the Xi 20. More recently, using an autosomal *Xist* transgene, it was reported that a 600 bp *Xist* region containing the B repeat was necessary for PRC2 and PRC1 recruitment through direct binding of hnRNPK RBP 15. The B repeat was also found to be important for *Xist* spreading and continuous recruitment of PRC1/2 during the maintenance stage of XCI 14.

**Figure 1:**
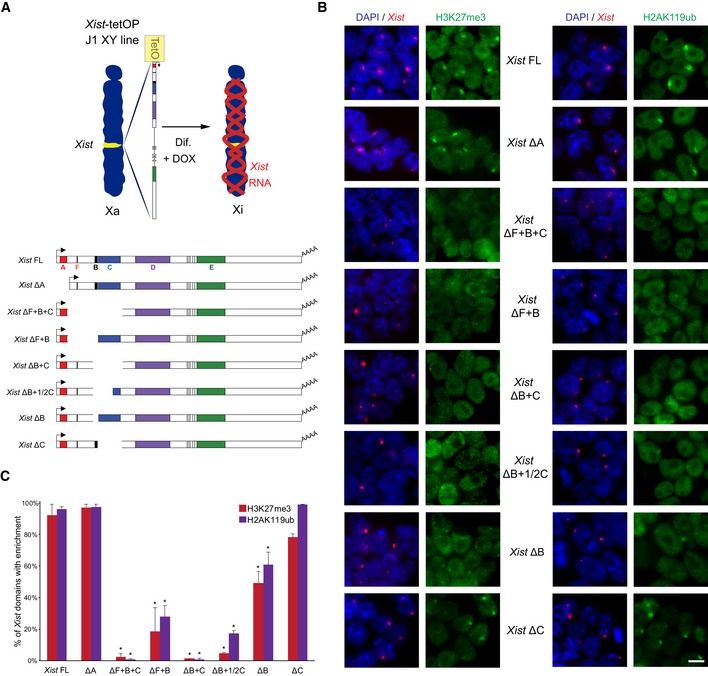
Lack of H3K27me3 and H2AK119ub enrichment over the X chromosome in the absence of *Xist* repeats B and C Schematic representation of the novel *Xist*‐TetOP mutants generated by CRISPR/Cas9 genome editing in J1 XY ESCs; the different repeats are highlighted in color boxes; Dif.—differentiation; DOX—doxycycline.Representative images of combined IF for H3K27me3 or H2AK119ub (green) with RNA FISH for *Xist* (red) in *Xist*‐TetOP lines (for clone 1 of each mutant type) at day 2 of differentiation in DOX conditions; blue—DAPI staining; scale bar: 10 μm.Graph represents the mean % + SEM of *Xist*‐coated X chromosomes enriched for H3K27me3 or H2AK119ub in the different *Xist*‐TetOP mutants (for clone 1 of each mutant type) from 2 to 4 independent experiments; a minimum of 50 *Xist*‐coated X chromosomes were counted per experiment; only *P*‐values corresponding to significant differences from unpaired Student's *t*‐test comparing mutants to *Xist* FL are indicated as * (*P*‐value < 0.05). Source data are available online for this figure.

The exact contributions of *Xist*'s repeat regions to the initiation of XCI have remained unclear due to three main issues: (i) Some of the deletions at the endogenous *Xist* locus can impair expression of the mutant allele and/or lead to skewed XCI toward the wild‐type allele 38, 39, 40; (ii) deletions of the repeat elements can result in delocalization of *Xist* from the Xi territory, which indirectly affects gene silencing and chromatin changes 14, 36, 37, 41; and (iii) deletions performed in the context of autosomal cDNA‐inducible systems are difficult to interpret due to the reduced efficiency of *Xist*‐mediated silencing of autosomal genes 15, 24, 42.

In this study, we generate and analyze a series of *Xist* mutants created at the endogenous *Xist* gene under an inducible promoter. In particular, we explored the endogenous *Xist* RNA's sequence requirements for recruitment of PRC1/PRC2 and re‐assessed the relationship between the initiation of X‐linked transcriptional silencing and PcG recruitment. Our results reveal that removal of both *Xist* B and C repeats, and not just the B repeat as previously proposed in the context of autosomal‐inducible transgenes or transformed mouse embryonic fibroblasts 14, 15, is necessary to fully abolish PRC1/PRC2 recruitment in the context of the X chromosome in differentiating *Xist*‐induced ESCs. Moreover, we provide evidence that X‐linked transcriptional silencing can occur in a PcG‐defective‐inducible *Xist* mutant, albeit slightly less efficiently.

## Results

### Generation of *Xist* RNA mutants for F, B, and C repeats

To dissect the role of different functional RNA domains of *Xist,* particularly the RNA sequences enabling recruitment of PRC1 and PRC2 complexes to the X chromosome, we created a series of new inducible *Xist* mutants. For this, we used a previously described system whereby *Xist* is driven by a tetracycline‐inducible promoter (*Xist*‐TetOP) that can be activated by doxycycline (DOX) at its endogenous locus in J1 XY embryonic stem (ES) cells (Fig 1A). This system recapitulates hallmarks of XCI, namely chromosome‐wide *Xist* coating, X‐linked gene silencing, and heterochromatin formation 30, and has been extensively used in the literature 9, 30, 43, 44, 45, 46. We created 6 new mutants within *Xist* exon 1: ΔF+B+C, ΔF+B, ΔB+C, ΔB+1/2C, ΔB, and ΔC by CRISPR/Cas9 genome editing using flanking pairs of guide RNAs (gRNAs) (Fig 1A; Materials and Methods). At least two clones per type of mutation were created (Table EV1). The previously generated *Xist* ΔA mutant, which is silencing‐defective 30, but competent for PRC2 recruitment 20, was also used in this study for comparison (Fig 1A).

The newly generated *Xist* mutants were validated at the DNA and RNA level by PCR and RT–PCR, and the exact deleted regions were mapped by Sanger sequencing (Fig EV1A and B). RNA fluorescent *in situ* hybridization (FISH) analysis showed that all *Xist* mutants are able to form a *Xist* domain upon DOX induction, but not in non‐induced (noDOX) conditions (Fig EV1C). The proportion of cells with a *Xist*‐coated X chromosome varied somewhat between the mutant clones [*e.g*., *Xist* FL: 45 ± 6%; *Xist* ΔA: 53 ± 9%; and *Xist* ΔB+C: 60 ± 8% at day 4 of differentiation in DOX conditions; Fig EV1C]. This is not surprising since variation in the proportion of *Xist*‐coated X chromosomes has been previously appreciated for the *Xist* FL and *Xist* ΔA lines 9, 20, 44, 45. The two clones of each mutant type did not always have the same percentage of cells with *Xist* domains (Table EV1), suggesting that the differences between the lines are unlikely to be explained by *Xist* mutant type, but rather by the variable ability of cell lines to respond to DOX. Next, we employed this new series of *Xist*‐TetOP mutants to assess their XCI and chromatin‐associated phenotypes.

**Figure EV1:**
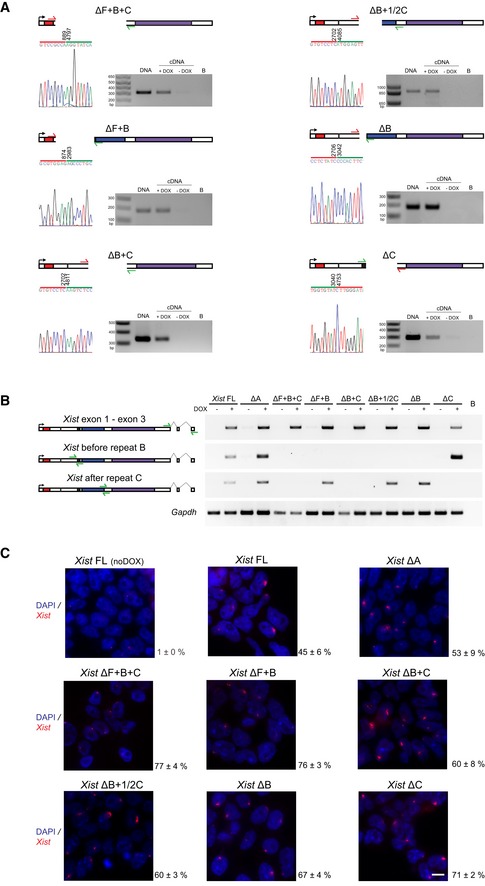
Characterization of the novel *Xist*‐TetOP mutants Deletion mapping by Sanger sequencing and expression analysis across deleted regions in the novel *Xist* ΔF+B+C, ΔB+F, ΔB+C, ΔB+1/2C, ΔB, and ΔC mutants (this analysis is for clone 1 of each mutant type); the scheme represents only the first exon of *Xist,* and the color code for repeats matches the one on Fig 1A; red arrows indicate forward primers, and green arrows represent reverse primers; the primer on the left is the sequencing primer for each mutant; B means PCR blank.RT–PCR analysis of the splicing pattern and expression across the repeat B and C regions of the different *Xist*‐TetOP mutants using the primer pairs indicated in the scheme in green (Appendix Table S2); B means PCR blank.
*Xist* RNA FISH analysis upon D4 of differentiation in the presence of DOX (also noDOX for *Xist* FL) in the *Xist* ΔF+B+C, ΔB+F, ΔB+C, ΔB+1/2C, ΔB, and ΔC mutants (this analysis is for clone 1 of each mutant type); values represent the % ± SEM of cells with a *Xist*‐coated chromosome (at least three biological replicates with a minimum of 250 cells counted per replicate; only two biological replicates for Xist FL noDOX); scale bar: 10 μm. Source data are available online for this figure.

### PcG complexes are recruited to the X chromosome thanks to B and C repeats of *Xist*

Previously, our results and those of others have shown that PRC1/PRC2 recruitment is impaired in the *Xist* ΔXN cDNA mutant that lacks 3.8 kb including the F, B, and C repeats in differentiating ESCs 10, 20. More recently, a 600‐bp region including the B repeat as well as the first 3 of the 14 motifs of the C repeat was deleted and reported to abrogate Polycomb recruitment, although this was in the context of autosomal *Xist*‐inducible cDNA transgenes 15. What is more, the B repeat has also been implicated in continuous PcG recruitment in the maintenance stage of XCI based on results using transformed tetraploid mouse embryonic fibroblasts (MEFs) 14. To assess this in the context of silencing initiation at the X chromosome, we evaluated whether the different *Xist*‐TetOP mutants exhibited typical H3K27me3 and H2AK119ub foci over the *Xist*‐coated X chromosome. For this, we performed combined immunofluorescence (IF)/*Xist* RNA FISH at day 2 of differentiation in the presence of DOX, a time point where PcG recruitment reaches its maximum 20. Enrichment of H3K27me3 and H2AK119ub was seen at the *Xist*‐coated X chromosome in most cells in the *Xist* FL and *Xist* ΔA cell lines (Fig 1B and C), consistent with previous reports 10, 20, 32. Interestingly, lack of the *Xist* C repeat alone did not significantly affect H3K27me3 or H2AK119ub enrichment. In contrast, all *Xist*‐TetOP mutants for which B repeat was absent showed a statistically significant decrease in H3K27me3 and H2AK119ub over the *Xist*‐coated X chromosome (Fig 1B and C). Nevertheless, a slight enrichment of these marks was still seen in around half of *Xist* domains in *Xist* ΔB, to a lesser degree in *Xist* ΔF+B and even less in *Xist* ΔB+1/2C, which lacks 62% of the C repeat. In the *Xist* ΔB+C and ΔF+B+C mutants, no H3K27me3 and H2AK119ub enrichment was observed (Fig 1B and C). These results were confirmed in the clone 2 for each mutant type (Table EV2). The defects in the enrichment of PcG‐associated histone modifications were associated with reduced recruitment of PRC2 (EZH2) and its co‐factor (JARID2) and of PRC1 (RING1B; Fig EV2A and B; Table EV2). These defects were more pronounced, likely because histone marks are stably maintained while the PcG complexes are dynamically recruited. All in all, our results show that PRC1 and PRC2 require the same *Xist* RNA modules to enable recruitment to the X chromosome. This is consistent with the dependence of PRC2 recruitment on the non‐canonical PRC1 10, 15, 19, 20. Furthermore, we show that the deletion of both B and C repeats is needed to completely abrogate PcG recruitment in the context of inducible *Xist* expression from its endogenous locus. This is a significantly bigger region than that necessary to cause the same defect in the context of autosomal‐inducible *Xist* transgene integrations (2.1 kb versus 0.6 kb) 15. Thus, the severity of phenotypes seems to depend on the chromosomal context where *Xist*‐dependent gene silencing is induced.

**Figure EV2:**
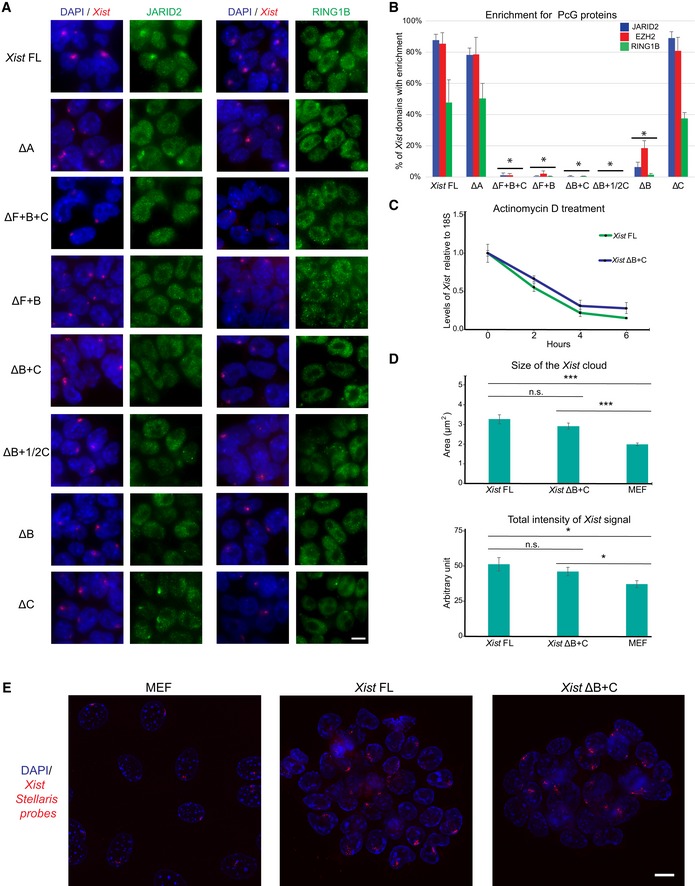
Lack of PRC2 and PRC1 recruitment to the *Xist* ΔB+C‐bound X chromosome is not caused by deficient chromosomal RNA coating Representative images of combined IF for JARID2 (green) on the left and for RING1B (green) on the right with RNA FISH for *Xist* (red) in *Xist*‐TetOP lines (for clone 1 of each mutant type) upon D2 in the presence of DOX; DAPI in blue; scale bar: 10 μm.Graph representing the mean % + SEM of *Xist*‐coated chromosomes enriched for JARID2, EZH2, and RING1B in the different *Xist*‐TetOP mutants (for clone 1 of each mutant type) from 2 to 4 independent experiments. A minimum of 50 *Xist*‐coated chromosomes were counted per experiment. Only *P*‐values corresponding to significant differences from unpaired Student's *t*‐test, comparing mutants to *Xist* FL, are indicated as *P < 0.05.Normalized *Xist* RNA levels retrieved after actinomycin D treatment for 2, 4, and 6 h measured by RT–qPCR compared to 18S rRNA; shown are the mean of three independent biological replicates normalized to the non‐treated conditions (0 h); errors bars represent SEM.Graph represents the mean area (above) and total intensity (below) of *Xist* RNA FISH signal in *Xist* FL and *Xist* ΔB+C‐induced cells at day 2 of differentiation and in female MEFs; error bars represent SEM; a minimum of 71 *Xist* signals were counted per cell line; significant differences from unpaired Student's *t*‐test, comparing mutants to *Xist* FL, are indicated as *P < 0.05 or ***P < 0.01.Representative deconvoluted images from Z‐projection images of RNA FISH using Stellaris fluorescent‐labeled oligonucleotides targeting *Xist* in MEFs, *Xist* FL, and *Xist* ΔB+C‐induced cells used for the quantification used in Fig EV3B; Scale bar: 10 μm. Source data are available online for this figure.

### *Xist* ΔB+C RNA does not interact with PCGF3/5‐PRC1

To obtain mechanistic insight into why *Xist* ΔB+C RNA does not recruit PcG proteins globally, we first assess whether the stability of the mutant RNA was affected by evaluating *Xist* half‐life upon RNA polymerase II transcriptional inhibition through actinomycin D treatment. No discernible differences were seen between *Xist* FL and *Xist* ΔB+C (Fig EV2C), suggesting comparable levels of RNA stability. Then, we analyzed the pattern of *Xist* ΔB+C coating by performing RNA FISH using customized *Stellaris* oligo‐probes not overlapping the deleted region (see Materials and Methods). Both *Xist* cloud size and total intensity of the signal were not statistically different between *Xist* FL and *Xist* ΔB+C RNA‐coated chromosomes (Fig EV2D and E). This suggests that the PcG recruitment phenotype is not due to incorrect *Xist* ΔB+C coating. Interestingly, we noted that the size and total signal intensity of clouds were higher when compared to the *Xist* cloud of the stable Xi in female primary mouse embryonic fibroblasts (MEFs) (Fig EV2D and E). This might indicate an increase in *Xist* molecules surrounding the Xi in our inducible system compared to normal *Xist* coating during XCI maintenance, which, nonetheless, does not differ between *Xist* FL and *Xist* ΔB+C RNAs.

Given the comparable stability and cloud signal among *Xist* FL and *Xist* ΔB+C RNAs, we then analyzed the protein interactome of the *Xist* ΔB+C RNA using ChIRP‐MS (RNA‐binding proteins by mass spectrometry). Previously, ChIRP‐MS identified 81 *Xist* protein partners, three of which (SPEN, WTAP, and RNF20) bind to the A repeat 13. We performed ChIRP‐MS on both *Xist* FL and *Xist* ΔB+C cells in induced (DOX) conditions at day 3 of differentiation as previously performed for *Xist* FL and *Xist* ΔA differentiated ES cells 13. As a negative control, *Xist* FL ES cells were also differentiated in noDOX conditions (Fig 2A). We confirmed that *Xist* RNA was retrieved after ChIRP procedure in DOX, but not in noDOX conditions (Fig EV3A). The *Xist* RNA levels recovered from *Xist* ΔB+C were higher than from *Xist* FL‐induced cells (Fig EV3B), due to a higher proportion of cells inducing *Xist* (50.9% versus 24.0%; Fig EV3B) but not because of increased RNA induction levels in individual cells (Fig EV2D and E). Proteins retrieved by *Xist* ChIRP were separated by electrophoresis (Fig EV3C) and sent for identification by liquid chromatography–tandem mass spectrometry (LC‐MS/MS).

**Figure 2:**
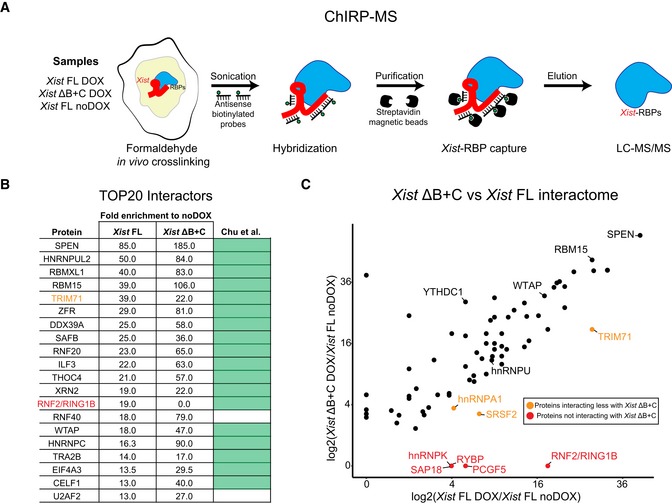
Absence of PCGF3/5‐PRC1 proteins from the *Xist* ΔB+C RNA protein interactome Scheme of the ChIRP‐MS workflow performed on *Xist* FL (DOX and noDOX conditions) and *Xist* ΔB+C (DOX) at day 3 of differentiation; RBP—RNA‐binding protein.Top 20 protein hits from the ChIRP‐MS of *Xist* FL; the ranking was based on fold enrichment of *Xist* FL DOX versus *Xist* FL noDOX; weakly annotated protein isoforms with an Annotation score in UniProtKB < 3 (out of 5) were excluded; fold enrichment for *Xist* ΔB+C is also displayed for comparison; light green boxes correspond to proteins previously described by Chu *et al* 13 as *Xist* interactors; protein in red (RNF2/RING1B) represents a protein not found in the *Xist* ΔB+C interactome; protein in light brown (TRIM71) is less enriched in *Xist* ΔB+C than in *Xist* FL.Scatter plot displaying the differences in peptide counts between *Xist* FL and *Xist* ΔB+C for the 74 out of 81 *Xist* interactors from Chu *et al* 13 with a minimum of fold change of 2.5 in *Xist* FL or *Xist* ΔB+C; shown is the log2 fold change in peptide counts of each mutant in DOX conditions compared with the *Xist* FL in noDOX conditions; proteins retrieved by both *Xist* FL and *Xist* ΔB+C ChIRPs with a proposed role in XCI such as SPEN, RBM15, WTAP, YTHDC1, and hnRNPU are indicated; light brown dots mark proteins more represented in *Xist* FL than in *Xist* ΔB+C ChIRPs, while red dots display proteins which are only retrieved by *Xist* FL ChIRP.

**Figure EV3:**
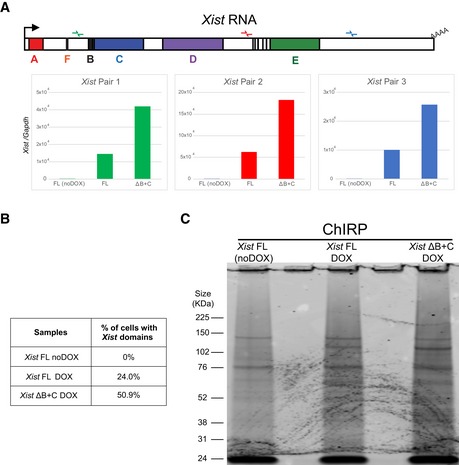
Quality check of ChIRP procedure in *Xist* FL and *Xist* ΔB+C cells RT–qPCR with three primer pairs along *Xist* to evaluate RNA retrieval after ChIRP procedure for *Xist* FL (in noDOX and DOX conditions) and *Xist* ΔB+C (DOX) at day 3 of differentiation.Table showing the percentage of cells exhibiting a *Xist*‐coated X chromosome for *Xist* FL (both noDOX and DOX) and *Xist* ΔB+C (DOX) as determined by *Xist* RNA FISH used for ChIRP‐MS; a minimum of 500 cells were counted.Blot visualized with Coomassie blue staining showing the band pattern of proteins displayed by *Xist* FL (both noDOX and DOX) and *Xist* ΔB+C (DOX) after ChIRP.

Previously described *Xist* protein interactors 13 were found among the top hits in *Xist* FL RNA (and also in *Xist* ΔB+C RNA) confirming the success of the ChIRP‐MS experiment (Dataset EV1). Indeed, considering the 20 top hits for *Xist* FL RNA after filtering out weakly annotated protein isoforms, 18 of them are in the Chu *et al* list 13. Of these top 20 hits, all were shared with *Xist* ΔB+C RNA, with the notable exception of the PRC1 component RNF2/RING1B (Fig 2B; Dataset EV1). Overall, higher fold enrichment for the remaining factors in *Xist* ΔB+C compared to *Xist* FL is consistent with the increased yield of *Xist* RNA and proteins retrieved from mutant cells (Figs 2B and EV3A–C; Dataset EV1).

By focusing on the 81 hits previously identified by Chu *et al* 13, we compared the protein interactomes of *Xist* FL and *Xist* ΔB+C RNAs (Fig 2C). Consistently with our previous analysis, we detected the majority of published hits to interact with both *Xist* FL and *Xist* ΔB+C (74 out of 81 with a minimum of 2.5 DOX/noDOX fold change in one of the samples) (Dataset EV1). SPEN and many other proteins with a proposed role in long‐range gene silencing were present in the *Xist* ΔB+C interactome, such as members of the m6A RNA methyltransferase machinery (RBM15, WTAP, and YTHDC1) and proteins involved in *Xist* spreading such as the hnRNPU matrix attachment protein (Fig 2C). In contrast, five proteins were absent from the *Xist* ΔB+C interactome (Fig 2C), including the three members of non‐canonical PRC1 present in Chu *et al*'s list—RNF2/RING1B, RYBP, and PCGF5. We also found that PCGF3, which was not in the original Chu *et al*'s list, was present in the *Xist* FL interactome, but lacking from the *Xist* ΔB+C interactome in our ChIRP‐MS experiment (Dataset EV1). Furthermore, hnRNPK RBP previously linked to *Xist*‐induced PCGF3/5‐PRC1 recruitment, was also not detected in *Xist* ΔB+C ChIRP‐MS (with the exception of two poorly annotated isoforms) (Dataset EV1), corroborating findings from others using *in vitro* pull‐down experiments 14, 15. The histone deacetylase complex subunit SAP18 was also lacking from the *Xist* ΔB+C interactome, while three other proteins were found to bind more weakly to *Xist* ΔB+C than to *Xist* FL RNA: TRIM71 (an E3 ubiquitin‐protein ligase); SRSF2 (serine and arginine‐rich splicing factor 2); and hnRNPA1 (heterogeneous nuclear ribonucleoprotein A1; Fig 2C; Dataset EV1).

In conclusion, *Xist* ΔB+C and *Xist* FL RNAs share most of their protein interactome with few exceptions such as proteins of the PCGF3/5‐PRC1 complex. Combined with previous results on *Xist* ΔA 13, these data illustrate the modular organization of *Xist* lncRNA, with RNA motifs interacting independently with different proteins and possibly performing distinct functions. The absence of PCGF3/5‐PRC1 from the *Xist* ΔB+C interactome explains the global lack of H2AK119ub and concomitant loss of H3K27me3 enrichment over the X chromosome (Fig 1B and C), consistent with the hierarchical model proposed for PRC1/PRC2 recruitment 9, 10.

### General depletion of PcG marks across the *Xist* ΔB+C‐coated X chromosome with minor accumulation over genes

To assess the lack of H3K27me3 and H2AK119ub accumulation at the chromosome‐wide level in the *Xist* ΔB+C mutant differentiating ES cells, we performed native ChIP‐seq (nChIP‐seq) for these marks. Both marks were assessed after 2 days of differentiation in DOX and noDOX conditions in biological duplicates for *Xist* ΔB+C mutant cells and compared to the results previously obtained for *Xist* FL cells 9. At autosomal sites, similar patterns of enrichment for the PcG marks were observed for all the samples in both DOX and noDOX conditions (*e.g*., *HoxC* cluster in Fig EV4A). At the level of the X chromosome, we observed a general loss of H3K27me3 and H2AK119ub accumulation in the *Xist* ΔB+C mutant in clear contrast to *Xist* FL (Figs 3A and EV4B). However, we noted some residual accumulation for both marks in *Xist* ΔB+C at gene‐dense regions which are normally active in noDOX conditions (Fig 3A). We therefore evaluated enrichment at specific types of genomic regions: promoters and gene bodies which were initially active in noDOX conditions (herein called as initially active promoters and gene bodies, respectively; see Materials and Methods for definition) and intergenic regions. Consistent with the chromosome‐wide analysis, at intergenic windows, we observed a striking lack of H3K27me3 and H2AK119ub enrichment upon induction of *Xist* ΔB+C when compared to *Xist* FL RNA (Fig 3B). In contrast, slight enrichment of both PcG‐associated marks was detected upon *Xist* ΔB+C induction at initially active promoters and gene bodies, in particular for H3K27me3 over initially active promoters (Figs 3B and EV4C). This enrichment of both marks was significantly lower than that observed in *Xist* FL expressing cells (Fig 3B), as can be visualized using average plots around transcriptional start sites (TSS) of initially active genes (Fig 3C). We also normalized our data for the percentage of cells presenting *Xist*‐coated chromosomes, based on RNA FISH analysis (Fig EV4D) and obtained similar results (Fig EV4E). Examples of typical nChIP‐seq profiles are depicted in Fig 3D showing a gene with lack of accumulation for PcG marks (*Lamp2*), and a second gene (*Rlim/Rnf12*) with clear H3K27me3/H2AK119ub enrichment around the promoter in the induced *Xist* ΔB+C mutant cells. In conclusion, we observed no enrichment of H3K27me3 and H2AK119ub at intergenic regions upon expression of *Xist* ΔB+C RNA, but a mild accumulation is seen over some initially active promoters and to a lesser extent at initially active gene bodies. As genes represent only a small fraction of the X chromosome, this is probably why we could not detect their enrichment in the IF/RNA FISH experiments. The reasons behind this minor enrichment of H3K27me3 and H2AK119ub at some X‐linked genes in the *Xist* ΔB+C mutant that cannot bind PCGF3/5‐PRC1 proteins are unclear, but could be due to the transcriptional silencing of these genes.

**Figure EV4:**
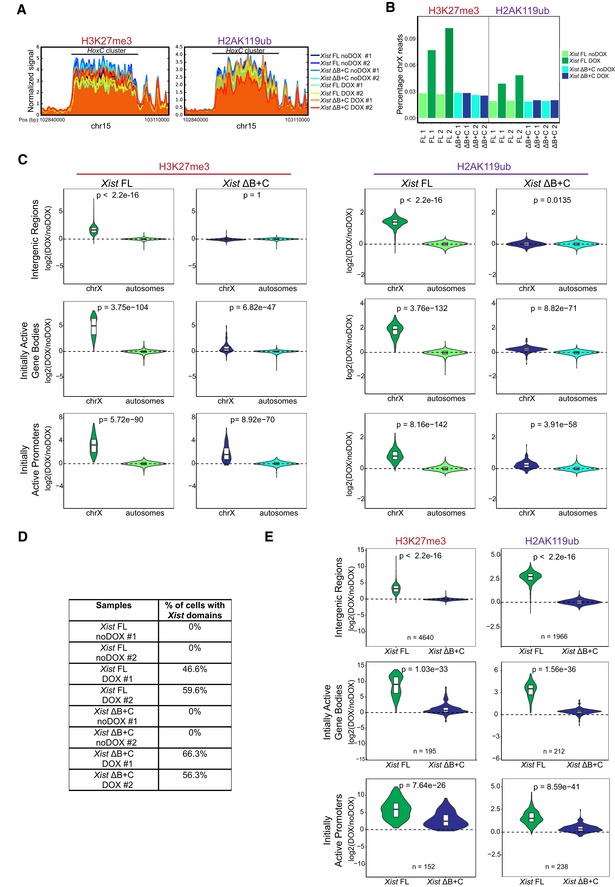
Normalization of nChIP‐seq to the percentage of *Xist*‐induced cells in *Xist* FL and *Xist* ΔB+C confirms residual enrichment of PcG marks at initially active X‐linked genes Normalized signal of H3K27me3 and H2AK119ub around *HoxC* cluster (chr15: 102,840,000–103,110,000); shown is the signal of each sample around these cluster, normalized by the size of the library.Barplot representing percentages of H3K27me3 and H2AK119ub reads mapping on X chromosome (chrX) in each sample.Violin plots quantifying H3K27me3 and H2AK119ub enrichment over intergenic regions, initially active promoters, and initially active gene bodies on chrX and on autosomes in *Xist* FL and *Xist* ΔB+C cell lines upon DOX induction at day 2 of differentiation; shown is the distribution of the calculated log2 fold change in DOX versus noDOX conditions, the horizontal band is the median, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; *P*‐values were calculated using unilateral Wilcoxon test, comparing chrX and autosomal enrichment of PcG marks for each genomic region.Table showing the percentage of cells exhibiting a *Xist*‐coated chrX for the different duplicates of *Xist* FL and *Xist* ΔB+C in DOX and noDOX conditions as determined by *Xist* RNA FISH; a minimum of 500 cells were counted to calculate the percentage of cells with a *Xist*‐coated chrX.Violin plots quantifying H3K27me3 and H2AK119ub enrichment over intergenic regions, initially active promoters, and gene bodies on chrX in *Xist* FL and *Xist* ΔB+C upon DOX induction at day 2 of differentiation after normalization for the percentage of cells with *Xist*‐coated chromosomes. Shown is the distribution of the calculated log2 fold change in DOX versus noDOX conditions, the horizontal band is the median, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; *n* = indicates the number of genes analyzed; *P*‐values were calculated using a paired Wilcoxon test, comparing *Xist* FL and *Xist* ΔB+C cell lines. Source data are available online for this figure.

**Figure 3:**
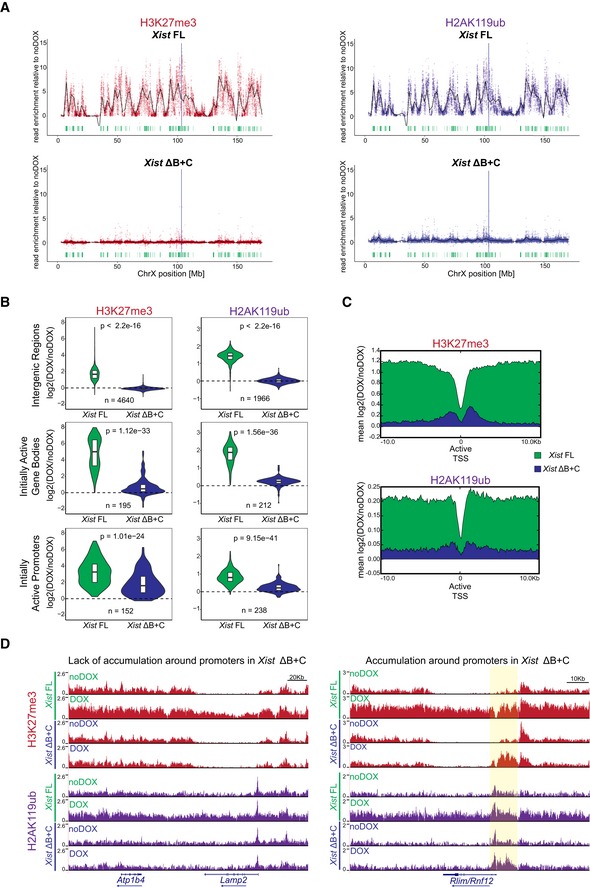
nChIP‐seq reveals chromosome‐wide absence of H3K27me3 and H2AK119ub enrichment, but residual enrichment at initially active genes in the *Xist* ΔB+C Plots showing H3K27me3 and H2AK119ub accumulation over the X chromosome in *Xist* FL and *Xist* ΔB+C cell lines upon DOX induction at day 2 of differentiation; each dot represents a single 10‐kb window and its enrichment relative to noDOX condition; black line is a loess regression on all windows; *Xist* locus is represented by a blue long line, and active genes by green lines.Violin plots quantifying H3K27me3 and H2AK119ub enrichment over intergenic regions, initially active promoters, and initially active gene bodies in the X chromosome in *Xist* FL and *Xist* ΔB+C cell lines at D2 upon DOX induction; shown is the log_2_ fold change in DOX versus noDOX conditions; violin plots represent the distribution of the values, the horizontal band is the median, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; *n* = indicates the number of regions/genes analyzed; *P*‐values were calculated using a paired Wilcoxon test, comparing *Xist* FL and *Xist* ΔB+C cell lines.Average plots showing the mean enrichment of H3K27me3 (top) and H2AK119ub (bottom) over all X‐linked initially active transcriptional start sites (TSS); shown is the mean of normalized log2 enrichment of DOX versus noDOX in both *Xist* FL and *Xist* ΔB+C cell lines.Genome browser plots showing H3K27me3 (top) and H2AK119ub (bottom) enrichments in a region encompassing the inactive *Atp1b4* and the initially active *Lamp2* genes within the XqA3.3 region and the initially active *Rlim/Rnf12* gene at the XqD region; region around the promoter of *Rlim/Rnf12* is highlighted in yellow. Source data are available online for this figure.

### *Xist* ΔB+C RNA is able to initiate long‐range transcription silencing along the X chromosome

To assess the degree to which transcriptional silencing could be induced in the *Xist* ΔB+C expressing cells, we evaluate expression from X‐linked genes. We initially performed nascent transcript RNA FISH combined with *Xist* RNA FISH for X‐linked genes (*Pgk1* and *Lamp2* at D2; *Pgk1* and *Rlim*/*Rnf12* at D4) in different *Xist* mutant lines (Fig 4A and B; Table EV3). As expected, *Xist* ΔA RNA was entirely defective in silencing for the assessed X‐linked genes. In striking contrast, all the other *Xist* mutants (ΔF+B+C, ΔF+B, ΔB+C, ΔB+1/2C, ΔB, and ΔC) were able to silence these genes at levels approximately similar to *Xist* FL RNA (Fig 4A and B; Table EV3). Similar results were obtained for the second clone of each mutant (Table EV3). Corroborating the nascent transcript RNA FISH data, we also noted significant reduction in cell survival upon prolonged DOX induction (≥5 days) for *Xist* FL and all the mutants with the exception of *Xist* ΔA RNA (Table EV4). This is consistent with efficient XCI in XY ESCs, resulting in functional nullisomy for the X chromosome, and thus cell death. Interestingly, a mild relaxation of silencing could be seen for some genes, as, for example, *Lamp2* at D2 in PcG‐defective *Xist* ΔF+B+C and *Xist* ΔB+C, but not in *Xist* FL, *Xist* ΔB, and *Xist* ΔC (Fig 4A).

**Figure 4:**
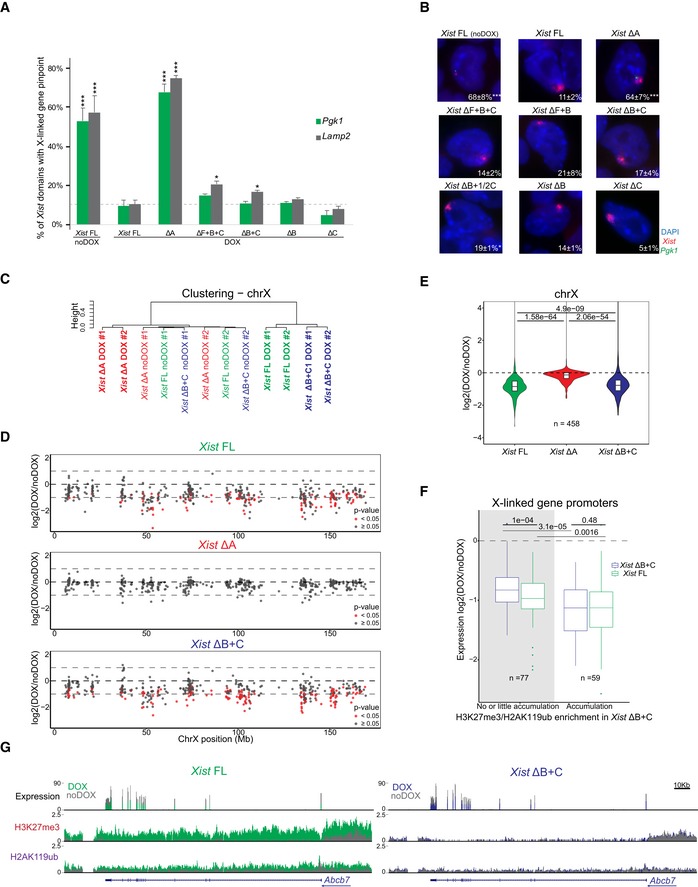
*Xist* ΔB+C is able to initiate X‐chromosome‐wide transcriptional silencing with no or residual Polycomb recruitment Graph represents the mean % + SEM of *Xist*‐coated chromosomes presenting an active *Pgk1* or *Lamp2* gene as determined by RNA FISH (as represented in B) at day 2 of differentiation in the presence of DOX (*Xist* FL was also used in noDOX conditions) in the different *Xist*‐TetOP mutants; each bar represents the mean from 2 to 4 independent experiments; a minimum of 59 *Xist*‐coated chromosomes were counted per experiment; for *Xist* FL noDOX, a minimum of 100 cells (which do not have *Xist*‐coated chromosome) were counted; only *P*‐values corresponding to significant differences comparing mutants (or *Xist* FL noDOX) to *Xist* FL DOX are indicated as * (*P *< 0.05) or *** (*P *< 0.01), unpaired Student's *t*‐test; dashed line marks the mean percentage of silencing for the *Lamp2* gene in *Xist* FL DOX.Representative RNA FISH images for *Xist* (red) and nascent transcript of *Pgk1* (green) in *Xist*‐TetOP lines at day 4 of differentiation in the presence of DOX (*Xist* FL is also shown in noDOX conditions); DNA stained in blue by DAPI; numbers represent % of *Xist*‐coated X chromosomes ± SEM with active *Pgk1* gene (except for *Xist* FL noDOX, where numbers represent % of cells with *Pgk1* active gene); the values represent 2–4 independent experiments, where a minimum of 50 *Xist*‐coated chromosomes were counted per experiment; significant differences compared with *Xist* FL (DOX) are indicated as * (*P *< 0.05) or *** (*P *< 0.01), unpaired Student's *t*‐test.Clustering analysis of the normalized RNA‐seq counts on the X chromosome (chrX) for all the duplicates of *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C in DOX and noDOX conditions.Plots display the log_2_ (fold change) in the expression of X‐linked genes along the chrX comparing DOX versus noDOX samples for *Xist* FL*, Xist* ΔA, and *Xist* ΔB+C at day 2 of differentiation; red dots correspond to genes which are differently expressed in DOX versus noDOX (*P* < 0.05, Limma *t*‐test), and while gray dots represent genes which are not differentially expressed between the two conditions (*P* ≥ 0.05).Violin plots displaying the average log_2_ (fold change) in gene expression between DOX and noDOX conditions on the chrX in *Xist* FL*, Xist* ΔA, and *Xist* ΔB+C at day 2 of differentiation; violin plots represent the distribution of the values, the horizontal band is the median, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; *P*‐values were calculated using a paired Wilcoxon test; *n* = indicates the number of genes analyzed.Box plots displaying the log_2_ (DOX/noDOX) fold change in expression of X‐linked genes in *Xist* FL and *Xist* ΔB+C categorized according to the enrichment of H3K27me3 and H2AK119ub marks at promoters in *Xist* ΔB+C upon DOX induction (with no or little accumulation versus accumulation); the horizontal band of the box plot is the median of the values, the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles, the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*‐values between samples were calculated using a paired Wilcoxon test; *n* = indicates the number of genes analyzed.Genome browser plots showing RNA‐seq reads, H3K27me3, and H2AK119ub nChIP reads around the *Abcb7* gene for *Xist* FL (left) and *Xist* ΔB+C (right) at day 2 of differentiation in both DOX and noDOX conditions. Source data are available online for this figure.

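Gene expression in the *Xist*‐TetOP lines was measured by RNA‐seq of total RNA from J1 cells, mouse ES cells with a single X chromosome, in which addition of doxycycline switches on *Xist* from its own locus. Libraries were made from cells at day 2 of differentiation, grown with 1.5 μg/ml DOX or without it (noDOX), for the line with the full‐length transcript (*Xist* FL), the line lacking the A repeat (*Xist* ΔA), and the line lacking the B and C repeats (*Xist* ΔB+C). There were 2 replicates in each of the 6 groups, 12 libraries in all. The *Xist* ΔB+C DOX replicate 2 library was prepared from 100 ng of RNA with a low input method, and the other libraries from 1000 ng each. The authors mapped the paired reads to the mm10 genome with Tophat and the refFlat annotation, and counted the read pairs covering the exons of each gene with featureCounts, leaving out pairs whose ends mapped to different chromosomes. The deposited values are these counts, without normalization, for 24627 genes, 1071 of them X‐linked.

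The counts of a library summed to 41240470 and 35651331 in replicates 1 and 2 of *Xist* FL noDOX, and to 34311940 and 38204978 in *Xist* FL DOX. In *Xist* ΔA the totals were 40712776 and 31991461 without DOX and 40482708 and 32938438 with DOX. In *Xist* ΔB+C they were 37553458 and 34365664 without DOX and 38985871 and 31337490 with DOX. No pair of libraries held identical counts. With 3 counts taken as the smallest detectable number, the smallest detectable share of counts lay between 7.27e-06% and 9.57e-06% across the libraries. Such floors, and the confidence intervals given for shares of counts, cover counting error only, since read pairs amplified by PCR are not independent molecules.

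Genes with at least 1 CPM (counts scaled to a common library size) in at least 6 libraries were kept, which left 13191 genes, 12721 of them autosomal and 464 of them X‐linked apart from *Xist*. The authors' own filter was on TPM, which needs a length for each gene besides its count. Of the 458 X‐linked genes in the paper's list, 438 apart from *Xist* passed the CPM filter and 19 did not. Library sizes were scaled with edgeR's TMM factors computed on expressed autosomal genes, so that a loss of X‐linked expression could not shift the scale. All 12 libraries were fitted together with 1 mean per group, leaving 6 residual degrees of freedom, and the coefficient of biological variation was 0.173. Single genes were tested with edgeR's quasi‐likelihood test and Benjamini–Hochberg adjustment over all tested genes. Sets of genes were tested with limma's rotation test fry, which takes the libraries and not the genes as replicates. DESeq2 in place of edgeR, the treatment of replicate numbers as pairs and the libraries fitted together moved the number of X‐linked genes called lower in *Xist* FL and *Xist* ΔB+C more than the filter and the scaling did.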

To assess the full extent of transcriptional silencing of X‐linked genes in the absence of *Xist*‐mediated PcG recruitment, we examined RNA‐seq on biological duplicates of *Xist* FL, *Xist* ΔA (silencing‐defective), and *Xist* ΔB+C (PcG‐defective) in DOX and noDOX conditions at day 2 of differentiation. We confirmed robust *Xist* upregulation upon DOX treatment and found no reads mapping to the deleted regions in both mutant lines (Fig EV5A). 

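*Xist* lies on the minus strand of the X chromosome, from 103460366 to 103483254 in mm10, and its count covers all exons together, so the deleted regions cannot be resolved from the counts. It rose in both DOX replicates of each line. In *Xist* FL it went from 2.74 ± 0.367 CPM (SD, n = 2) without DOX to 888 ± 27.6 CPM with DOX, a log2 (fold change) of 8.34 (standard error 0.29, adjusted p = 4.33e-06 from edgeR's quasi‐likelihood test). In *Xist* ΔA it went from 7.31 ± 1.36 to 646 ± 107 CPM, a log2 (fold change) of 6.47 (standard error 0.26, adjusted p = 1.8e-05, same test). In *Xist* ΔB+C it went from 2.52 ± 0.0337 to 1475 ± 447 CPM, a log2 (fold change) of 9.19 (standard error 0.30, adjusted p = 2.48e-06, same test). Leaving out 1 replicate at a time moved the *Xist* ΔA value most, to 6.11 and 6.83. With the replicate number as a block, the log2 (fold change) was 8.35 in *Xist* FL (adjusted p = 2.24e-05, edgeR), 6.47 in *Xist* ΔA (adjusted p = 0.000292) and 9.18 in *Xist* ΔB+C (adjusted p = 6.27e-06). Libraries with the same number did deviate together: the difference between replicates 2 and 1 correlated across genes between groups with a mean r of 0.609 over the 15 pairs of groups, genes not being independent replicates.

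Per percent of cells with an *Xist*‐coated chromosome in the paper's RNA FISH counts, the DOX libraries held 18.6 and 17.6 CPM of *Xist* in replicates 1 and 2 of *Xist* FL, 13.6 and 10.5 in *Xist* ΔA, and 29.2 and 20.4 in *Xist* ΔB+C. With 2 replicates per line these ratios were not tested. Part of the counts in the noDOX libraries may belong to *Tsix*, which is transcribed across *Xist* on the other strand. *Tsix* had 0.79 ± 0.153 CPM in *Xist* FL noDOX and 3.54 ± 1.40 CPM in *Xist* ΔA noDOX (SD).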

First, we evaluated whether the percentage of total X‐chromosome‐specific RNA‐seq reads changed before and upon induction. While no changes were observed for the silencing‐defective *Xist* ΔA cell line, the percentage of X‐chromosome‐specific reads decreased in both *Xist* FL and *Xist* ΔB+C cell lines upon DOX induction (Fig EV5B). 

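The share of each library's counts on X‐linked genes was computed over all 24627 genes. In *Xist* FL it was 2.88% (95% Wilson interval 2.87 to 2.88) and 2.76% (2.75 to 2.76) in noDOX replicates 1 and 2, and 1.99% (1.99 to 2.00) and 1.73% (1.72 to 1.73) in the DOX replicates. In *Xist* ΔA it was 2.93% (2.93 to 2.94) and 2.75% (2.75 to 2.76) without DOX, and 2.9% (2.890 to 2.901) and 2.62% (2.61 to 2.62) with DOX. In *Xist* ΔB+C it was 2.86% (2.86 to 2.87) and 2.67% (2.67 to 2.68) without DOX, and 2.05% (2.04 to 2.05) and 1.64% (1.64 to 1.65) with DOX. These intervals are narrow because of the depth, and the spread between replicates, not counting error, sets the precision.

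The mean share went from 2.82 ± 0.0861% (SD, n = 2) to 1.86 ± 0.186% in *Xist* FL, from 2.84 ± 0.127% to 2.76 ± 0.196% in *Xist* ΔA, and from 2.77 ± 0.132% to 1.84 ± 0.286% in *Xist* ΔB+C. The change was −0.959 percentage points in *Xist* FL, with both DOX libraries below both noDOX libraries (two‐sided exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). It was −0.923 percentage points in *Xist* ΔB+C with the same order of the libraries (exact permutation p = 0.333) and −0.0862 percentage points in *Xist* ΔA, where the ranges overlapped (exact permutation p = 0.667). Taken as pairs with the same replicate number, the share fell in each pair of each line, and the exact paired sign‐flip test cannot go below p = 0.5 for a single line. In *Xist* ΔA the paired changes were −0.0376 and −0.135 percentage points, and 2 pairs are too few to gauge their error. Leaving *Xist* itself out of the X‐linked counts moved the change most, to −1.05 in *Xist* FL, −0.147 in *Xist* ΔA and −1.07 percentage points in *Xist* ΔB+C.

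**Figure D1:**
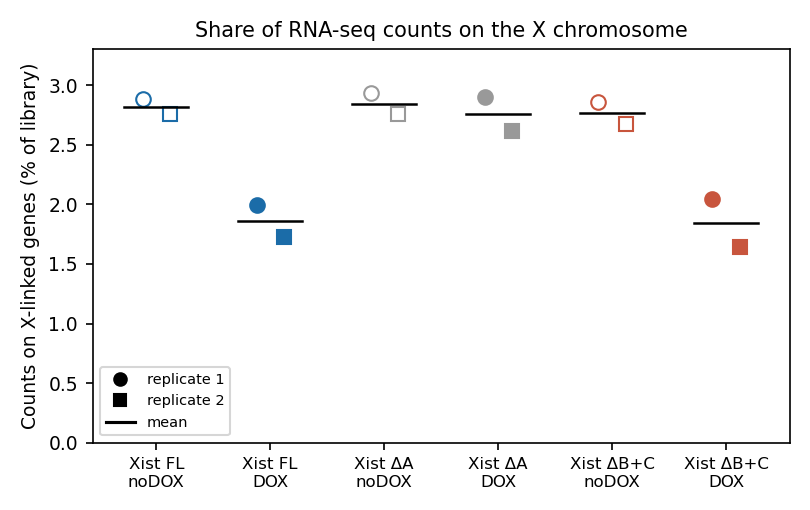
Percentage of each library's counts on X‐linked genes for the 6 groups at day 2 of differentiation. Points are single libraries (circle, replicate 1; square, replicate 2; open, noDOX; filled, DOX) and lines are group means; the 4 DOX libraries of *Xist* FL and *Xist* ΔB+C sit between 1.64% and 2.05% and the other libraries between 2.62% and 2.93%.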

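For the clustering, TMM‐scaled CPM values of the 458 X‐linked genes in the paper's list, *Xist* included, were compared between the 12 libraries by Pearson correlation, and 1 minus the correlation served as distance for hclust with ward.D linkage. The first split set 4 libraries, the DOX replicates of *Xist* FL and of *Xist* ΔB+C, apart from the other 8. The correlation between any 2 of these 4 libraries was at least 0.924. Among the other 8 it was at least 0.958, and between a library of one branch and a library of the other it was at most 0.967. The same 4 libraries formed the smaller branch with log2(CPM + 1) values, with Spearman correlation, with average linkage, and without *Xist*. The split is a description of these libraries and carries no p‐value.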

Clustering analysis based on X‐linked gene expression shows that DOX‐induced samples of *Xist* FL and *Xist* ΔB+C segregate from the noDOX samples and DOX‐induced *Xist* ΔA samples (Fig 4C). Furthermore, both *Xist* FL and *Xist* ΔB+C RNAs, but not *Xist* ΔA, were able to silence most genes throughout the X chromosome (Fig 4D). This is consistent with our previous nascent transcript RNA FISH analysis (Fig 4A and B). 

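Single genes were counted over all 464 X‐linked genes tested, 26 of them outside the paper's list. Of these, 126 were lower with DOX in *Xist* FL, 159 in *Xist* ΔB+C and 0 in *Xist* ΔA at an adjusted p‐value under 0.05 (edgeR's quasi‐likelihood test, Benjamini–Hochberg adjustment over the 13191 genes). None was higher in any of the 3 lines. At an unadjusted p under 0.05, 362 X‐linked genes were lower in *Xist* FL, 332 in *Xist* ΔB+C and 53 in *Xist* ΔA, and 0, 1 and 0 were higher in *Xist* FL, *Xist* ΔB+C and *Xist* ΔA. The counts depended on how the replicates were treated. With the replicate number as a block they rose to 374 lower in *Xist* FL, 351 lower and 4 higher in *Xist* ΔB+C, and 2 lower in *Xist* ΔA. When each line's 4 libraries were fitted alone, 0 genes passed in any line. The replicate differences of the noDOX and DOX libraries of one line correlated across genes with r = 0.771 in *Xist* FL, 0.782 in *Xist* ΔA and 0.721 in *Xist* ΔB+C.

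Taken as a set, the 438 X‐linked genes of the paper's list had a median log2 (fold change) of −0.83 in *Xist* FL (lower and upper quartiles −1.10 and −0.52), −0.77 in *Xist* ΔB+C (−1.08 and −0.47) and −0.12 in *Xist* ΔA (−0.33 and 0.0036). The medians of autosomal genes were 0.0027, 0.0060 and 0.0032 in the same order. The fall of the X‐linked set had an adjusted p = 0.000316 in *Xist* FL, adjusted p = 0.000316 in *Xist* ΔB+C and adjusted p = 0.178 in *Xist* ΔA (limma's fry, Benjamini–Hochberg over the 3 lines). Under the block the medians were −0.84, −0.78 and −0.12, and the adjusted p‐values were 5.6e-05 in *Xist* FL, 5.6e-05 in *Xist* ΔB+C and 0.0456 in *Xist* ΔA, so that the small fall in *Xist* ΔA passed 0.05 only there. Of the 438 genes, 424 had a negative log2 (fold change) in *Xist* FL, 412 in *Xist* ΔB+C and 325 in *Xist* ΔA, and 416, 405 and 274 were lower in both pairs of replicates.

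In windows of 20 Mb along the chromosome the median ranged from −0.48 to −1.07 in *Xist* FL, from −0.45 to −1.03 in *Xist* ΔB+C and from −0.06 to −0.19 in *Xist* ΔA. Among genes tested by nascent transcript RNA FISH, *Pgk1* (X, 106187100 to 106203699, mm10) had a log2 (fold change) of −1.18 in *Xist* FL (adjusted p = 0.0178, edgeR), −1.48 in *Xist* ΔB+C (adjusted p = 0.00471) and 0.02 in *Xist* ΔA (adjusted p = 1). *Rlim* (X, 103957163 to 103981284) had −1.36 in *Xist* FL (adjusted p = 0.0797; 0.000115 with the block), −1.49 in *Xist* ΔB+C (adjusted p = 0.0387) and −0.06 in *Xist* ΔA (adjusted p = 1). *Lamp2* (X, 38401357 to 38456454) had −0.84 in *Xist* FL and −0.61 in *Xist* ΔB+C, which passed the threshold only with the block (adjusted p = 0.365 and 0.416 without it, 0.000699 and 0.00319 with it, edgeR), and 0.02 in *Xist* ΔA. The values of *Pgk1* and *Lamp2* in *Xist* ΔA changed sign with library totals in place of TMM factors, to −0.019 for both. Library totals also lowered the X‐linked median of *Xist* ΔA, from −0.12 to −0.16. With standard errors of 0.17 for *Pgk1* and 0.36 for *Lamp2*, neither value was resolved from 0. The largest falls among genes past the threshold and lower in both pairs were those of *Rtl8c* (−3.16), *Tceal6* (−2.54) and *Zfp36l3* (−2.37) in *Xist* FL, and of *Zfp36l3* (−2.61), *Tceal6* (−2.46) and *Armcx3* (−2.27) in *Xist* ΔB+C. In *Xist* ΔA, *Tceal6* was lower in both pairs too (−1.56, adjusted p = 1), while *Rtl8c* (−0.21), *Zfp36l3* (−0.26) and *Armcx3* (−0.20) moved less. *Rtl8c*, *Tceal6* and *Armcx3* have close paralogs, with which reads could have been shared or lost in mapping. Mean levels over the 12 libraries were 2.41 CPM for *Rtl8c*, 1.00 for *Tceal6* and 4.71 for *Zfp36l3*.

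**Figure D2:**
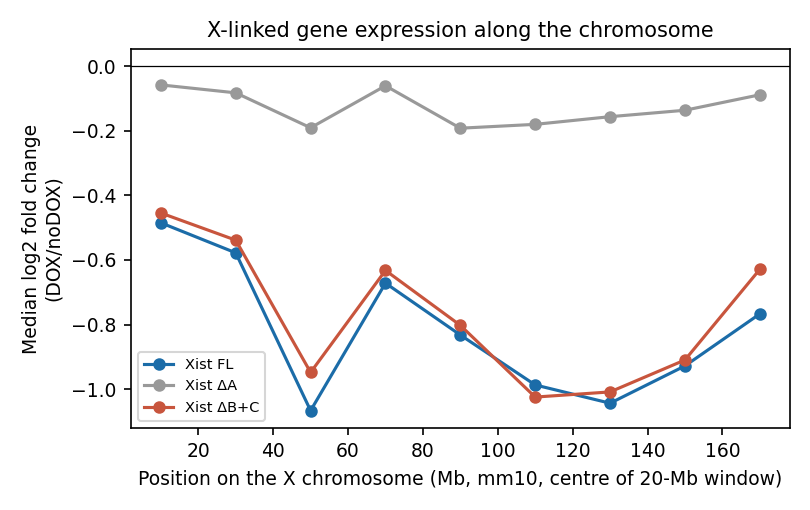
Median log2 (fold change), DOX against noDOX, of tested X‐linked genes in 20‐Mb windows along the X chromosome (position in Mb, mm10), with 1 point per window and line. *Xist* FL and *Xist* ΔB+C lie between −0.45 and −1.07 in each window, and *Xist* ΔA between −0.06 and −0.19.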

When we compared the average degree of silencing, we observed a slight relaxation of X‐linked gene silencing in the *Xist* ΔB+C mutant when compared to *Xist* FL expressing cells (Fig 4E). This becomes more evident when data are adjusted for the percentage of cells presenting *Xist*‐coated chromosomes as judged by RNA FISH (Fig EV5C and D). 

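The difference between the lines was taken gene by gene over the 438 X‐linked genes, as the log2 (fold change) in *Xist* ΔB+C minus that in *Xist* FL. Its median was 0.051 (quartiles −0.098 and 0.226), and 258 genes, 58.9%, had a positive value. Across genes, the paired Wilcoxon test used in the paper gave p = 6.66e-07 (n = 438 genes), although genes of the same libraries are not independent replicates. With the libraries as replicates, the difference had an adjusted p = 0.841 (limma's fry, Benjamini–Hochberg over the 3 differences between lines). A replicate block left the median at 0.051, with an adjusted p = 0.685. The difference was therefore not resolved from the variation between replicates. The difference was 0.055 in the pairs of replicate 1 and 0.016 in the pairs of replicate 2. The median fall itself was −0.76 and −0.91 in the replicate 1 and 2 pairs of *Xist* FL and −0.66 and −0.88 in those of *Xist* ΔB+C, larger in replicate 2 for both lines. Among the settings that kept both replicates, library totals in place of TMM factors moved the median most, to 0.0817, and genes with a mean of at least 10 CPM gave 0.0237.

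**Figure D3:**
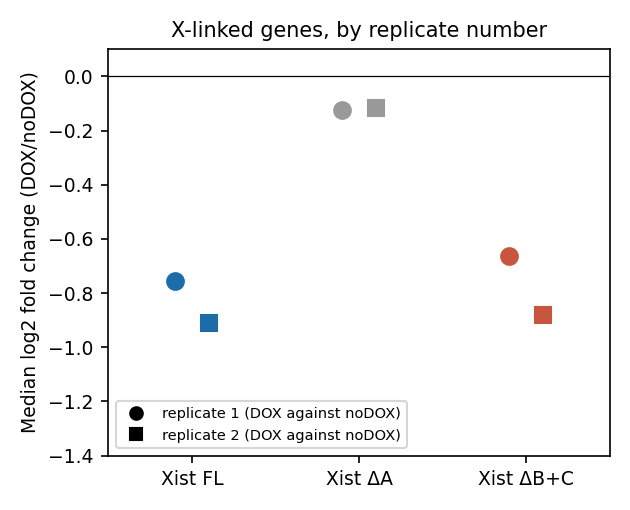
Median log2 (fold change) of X‐linked genes, DOX against noDOX, in each pair of libraries with the same replicate number (circle, replicate 1; square, replicate 2). The pairs of *Xist* FL and *Xist* ΔB+C lie between −0.66 and −0.91, and those of *Xist* ΔA at −0.13 and −0.12.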

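For this adjustment the percentages of *Xist*‐coated cells given in the paper's methods were used as the covariate in place of DOX, which are 46.6% and 51.7% for *Xist* FL, 53.2% and 54.5% for *Xist* ΔA, and 61.4% and 56.7% for *Xist* ΔB+C (DOX replicates 1 and 2, noDOX set to 0). The paper reads the slope as the log2 (fold change) of a culture with complete induction. That reading holds only if the log2 level changes in proportion to the share of coated cells. The table of Fig EV5C prints other percentages for the same libraries, and both sets were tried. The median adjusted log2 (fold change) was −1.72 in *Xist* FL (quartiles −2.25 and −1.06, limma's fry, adjusted p = 0.000363 over the 3 lines), −1.25 in *Xist* ΔB+C (−1.77 and −0.78, adjusted p = 0.000363) and −0.23 in *Xist* ΔA (−0.62 and 0.0036, adjusted p = 0.183). Blocking on the replicate number gave −1.72, −1.30 and −0.23, with fry adjusted p‐values of 0.000111, 0.000111 and 0.0662.

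The adjusted difference of *Xist* ΔB+C from *Xist* FL had a median of 0.41, larger than without adjustment. It had an adjusted p = 0.236 with the libraries as replicates (limma's fry, over the 3 adjusted differences tested). The paired Wilcoxon test across genes, which are not independent replicates, gave p = 3.2e-49 (n = 438 genes). With the block it was 0.39 (fry, adjusted p = 0.107). It was 0.47 without replicate 2 and 0.17 without replicate 1, and 0.34 with the percentages of Fig EV5C. The form of the adjustment moved the medians of *Xist* FL and *Xist* ΔB+C most, from −1.72 and −1.25 on the log scale. When each culture was taken as a mixture of coated and uncoated cells, expression was added up on the linear scale. The medians were then −3.23 in *Xist* FL, −1.74 in *Xist* ΔB+C and −0.23 in *Xist* ΔA. The *Xist* ΔB+C median minus the *Xist* FL median was 1.49, which is not the same measure as the gene by gene median of 0.41. The level left at the median gene in coated cells was 30.4% of noDOX in *Xist* FL, 42.0% in *Xist* ΔB+C and 85.5% in *Xist* ΔA on the log scale, and 10.6%, 29.9% and 85.2% as a mixture. The mixture gives no possible level for genes under what uncoated cells alone would leave, which were 164 in *Xist* FL, 62 in *Xist* ΔB+C and 5 in *Xist* ΔA.

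**Figure D4:**
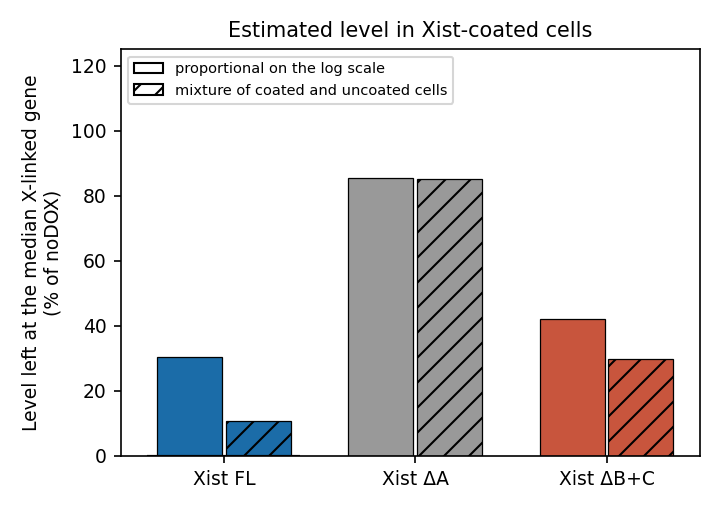
Level left at the median X‐linked gene in *Xist*‐coated cells, in percent of noDOX, estimated in proportion on the log scale (plain bars) or as a mixture of coated and uncoated cells (hatched bars). The bars stand at 30.4% and 10.6% for *Xist* FL, 85.5% and 85.2% for *Xist* ΔA, and 42.0% and 29.9% for *Xist* ΔB+C, without error bars because each is a single estimate over the 4 libraries of a line.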

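The log2 (fold change) in *Xist* ΔB+C minus that in *Xist* ΔA had a median of −0.58 over the 438 X‐linked genes (quartiles −0.90 and −0.28), and 46 genes had a positive value. This difference was larger than the spread between replicates (limma's fry, adjusted p = 0.00664 over the 3 differences between lines). The paired Wilcoxon test across genes, which are not independent replicates, gave p = 1.14e-55 (n = 438 genes). In the fit with a replicate block it was −0.58 (fry, adjusted p = 0.000903). It was −0.49 in the pairs of replicate 1 and −0.67 in the pairs of replicate 2. *Xist* ΔA minus *Xist* FL had a median of 0.63, with 412 positive values (fry, adjusted p = 0.00664, and 0.63 with adjusted p = 0.000903 under the block). After adjustment for *Xist*‐coated cells, *Xist* ΔB+C minus *Xist* ΔA was −0.91 (fry, adjusted p = 0.0112) and −0.94 with the block (adjusted p = 0.00228).

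Gene by gene, 17 of the 464 X‐linked genes tested responded differently in *Xist* ΔB+C and *Xist* ΔA at an adjusted p‐value under 0.05 (edgeR's quasi‐likelihood test), and 198 with the block. *Gnl3l* (X, 150983141 to 151017322) and *Armcx2* (X, 134804145 to 134809221), the genes with the smallest p‐values, had differences of −1.10 (standard error 0.11) and −1.82 (standard error 0.20), each with an adjusted p = 0.024 from the same test. *Armcx2* has close paralogs on the X chromosome, with which reads could have been shared. Between *Xist* ΔA and *Xist* FL, 0 genes passed without the block, 171 with it and 216 at an unadjusted p under 0.05.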

Nonetheless, this effect on gene silencing was significantly milder than that observed for *Xist* ΔA mutant expressing cells (Figs 4E and EV5D). 

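Each of the 464 X‐linked genes that passed the filter was tested for a different response to DOX in *Xist* ΔB+C and *Xist* FL with edgeR's quasi‐likelihood test of the interaction. No gene passed an adjusted p‐value of 0.05, on the X chromosome or elsewhere, and the smallest adjusted p of an X‐linked gene was 1.00. At an unadjusted p under 0.05 there were 12 X‐linked genes, of which 5 had fallen less and 7 more in *Xist* ΔB+C. With the block the count stayed at 0, as it did with DESeq2's Wald test, with limma‐voom, and with library totals in place of TMM factors. After adjustment for *Xist*‐coated cells it was 0 too, with 14 genes at an unadjusted p under 0.05. The smallest p‐values over all chromosomes belonged to the autosomal genes *Hopx* (5, 77086988 to 77115121; difference −0.92, standard error 0.24) and *Spry4* (18, 38586247 to 38601415; difference −0.39, standard error 0.11), with an adjusted p = 1 for both (same edgeR test).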

The slight silencing defect in *Xist* ΔB+C expressing cells appears to be a chromosome‐wide effect, since we could not pinpoint specific genes driving the differences in silencing efficiency between *Xist* ΔB+C and *Xist* FL (Fig EV5E). All in all, these results show that *Xist* ΔB+C RNA is able to silence X‐linked genes, but the degree of overall silencing is less effectively initiated and/or maintained.

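At the median X‐linked gene, the level with DOX was 56.1% of the noDOX level in *Xist* FL, 58.6% in *Xist* ΔB+C and 92.0% in *Xist* ΔA. A log2 (fold change) under −0.5 was found for 330 genes (75.3%) in *Xist* FL, 321 (73.3%) in *Xist* ΔB+C and 63 (14.4%) in *Xist* ΔA, and one under −1 for 153, 132 and 10 genes. Across the 438 X‐linked genes, the log2 (fold change) in *Xist* FL and *Xist* ΔB+C had a Spearman correlation of 0.849, genes not being independent replicates. From the fall of X‐linked expression in both *Xist* FL and *Xist* ΔB+C but not in *Xist* ΔA, the paper reasons that *Xist* ΔB+C RNA can silence X‐linked genes. From the comparison of the average fall in the 2 lines across genes, and its increase after adjustment for *Xist*‐coated cells, the paper reasons that silencing is less complete in *Xist* ΔB+C. Since no single gene accounted for the difference, the paper states that it appears to extend over the chromosome, and it concludes that silencing by *Xist* ΔB+C is initiated and/or maintained less effectively.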

**Figure EV5:**
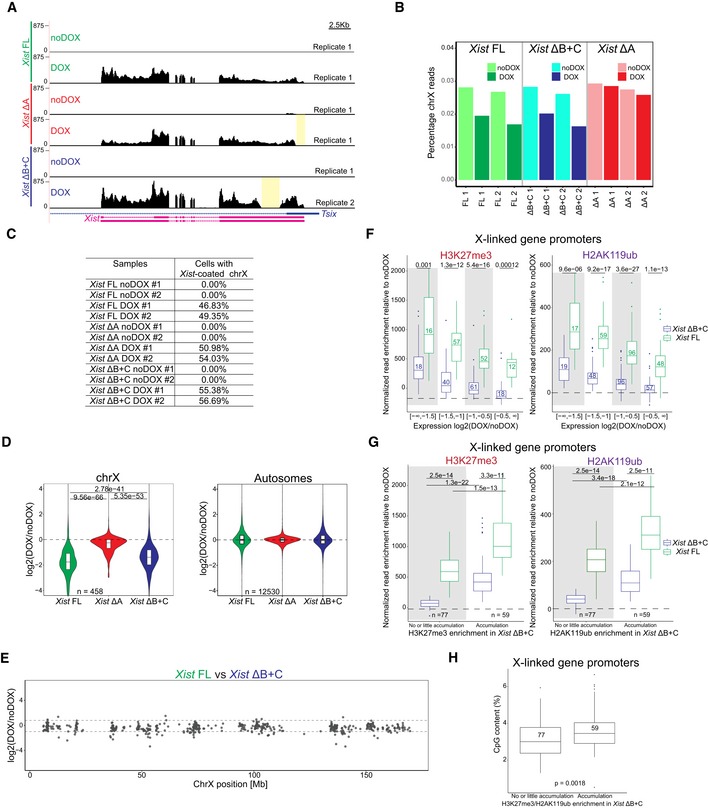
Assessment of transcriptional changes by RNA‐seq in *Xist* FL,* Xist* ΔA, and *Xist* ΔB+C‐induced cells AGenome browser plots showing RNA‐seq reads on *Xist/Tsix* genes for *Xist* FL*, Xist* ΔA, and *Xist* ΔB+C mutants in DOX and noDOX conditions at day 2 of differentiation; yellow boxes display the deleted regions in both *Xist* ΔA and *Xist* ΔB+C.BBarplot representing percentages of RNA‐seq reads mapping on X chromosome (chrX) in each sample.CTable showing the percentage of cells exhibiting an *Xist*‐coated chrX for the different duplicates of *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C in DOX and noDOX conditions as determined by *Xist* RNA FISH; at least 500 cells were counted to estimate the percentage of cells with a *Xist*‐coated chrX.DViolin plots displaying the distribution of the average log2(fold change) in gene expression between DOX and noDOX conditions on chrX and autosomes in *Xist* FL*, Xist* ΔA, and *Xist* ΔB+C after normalization for the percentage of cells with a *Xist*‐coated chrX; the horizontal band is the median of the values, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; *n* = indicates the number of genes analyzed; *P*‐values for chrX were calculated using a paired Wilcoxon test.EPlots display the comparison of log2(fold change) in X‐linked gene silencing upon DOX induction between *Xist* FL and *Xist* ΔB+C at day 2 of differentiation; Limma *t*‐test did not find any gene differentially expressed between *Xist* FL and *Xist* ΔB+C.FBox plots displaying the normalized read enrichment at promoters for H3K27me3 and H2AK119ub upon DOX induction for distinct categories of X‐linked genes with different degrees of gene silencing between DOX and noDOX conditions in both *Xist* FL and *Xist* ΔB+C; the horizontal band of the box plot is the median of the values, the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles, the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*‐values were calculated using a Wilcoxon test; numbers inside the box plots indicate the number of genes analyzed.GBox plots displaying H3K27me3 and H2AK119ub normalized enrichment levels at promoters upon induction in two categories of X‐linked genes: with no or little accumulation versus with accumulation of these PcG marks in induced *Xist* ΔB+C cells; the horizontal band of the box plot is the median of the values, the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles, the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*‐values were calculated using a Wilcoxon test; *n* = indicates the number of genes analyzed.HBox plots displaying the CpG content of promoters that accumulate or not H3K27me3/H2AK119ub between noDOX and DOX conditions in *Xist* ΔB+C at day 2 of differentiation; the horizontal band of the box plot is the median of the values, and the lower and upper hinges correspond to the 25^th^ and 75^th^ percentiles; the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*‐values were calculated using a Wilcoxon test; numbers inside the box plots indicate the number of promoters analyzed. Source data are available online for this figure.

Finally, we wished to explore the relationship between PcG recruitment at promoters and initiation of X‐linked gene silencing, given the slight enrichment of PcG marks over some X‐linked genes in *Xist* ΔB+C‐induced cells (Fig 3B and C). 

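The 438 tested X‐linked genes of the paper's list were placed in the 4 groups of log2 (fold change) that the paper's methods define. In *Xist* FL, 41 genes were at or under −1.5, 112 between −1.5 and −1, 177 between −1 and −0.5, and 108 above −0.5. In *Xist* ΔB+C the same groups held 38, 94, 189 and 117 genes. The nChIP‐seq enrichment at promoters is the paper's own value from its source data (normalized reads, DOX minus noDOX) and was not recomputed here. For H2AK119ub, the median of the paper's values over those 4 groups, from most to least silenced, was 285.8, 254.0, 177.0 and 120.5 in *Xist* FL, and 109.8, 67.3, 40.9 and 12.4 in *Xist* ΔB+C. For H3K27me3 it was 1091, 912.1, 640.1 and 611.6 in *Xist* FL, and 463.1, 218.1, 140.9 and 25.5 in *Xist* ΔB+C. Several groups are small. The most silenced ones hold 17 and 16 genes for H2AK119ub and 16 and 15 for H3K27me3 in *Xist* FL and *Xist* ΔB+C, and the least silenced ones 12 and 16 for H3K27me3. The Spearman correlation across genes between the log2 (fold change) from the counts and the paper's enrichment was −0.574 in *Xist* FL and −0.561 in *Xist* ΔB+C for H2AK119ub (220 genes), and −0.494 and −0.472 for H3K27me3 (137 genes). Each of these 4 correlations had a permutation p = 1e-05, the smallest that the number of resamples can give (Benjamini–Hochberg adjusted p = 1e-05). Genes are not independent replicates.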

To address this, we categorized X‐linked genes by their degree of silencing based on expression fold‐change differences between DOX and noDOX conditions for both *Xist* FL and *Xist* ΔB+C. In both cases, accumulation of PcG marks at promoters correlated with the level of gene silencing (Fig EV5F). Within each of these categories of similarly silenced genes, H3K27me3 and H2AK119ub enrichment were significantly lower in *Xist* ΔB+C when compared to *Xist* FL (Fig EV5F). We next assessed whether genes that do not accumulate PcG marks upon *Xist* ΔB+C induction were silenced. We found 77 X‐linked genes that accumulate little or no H3K27me3 and H2K119Aub marks at their promoters specifically in *Xist* ΔB+C‐induced cells (Fig EV5G). These genes were nevertheless significantly silenced upon induction of the *Xist* ΔB+C RNA (Fig 4F) as exemplified by the *Abcb7* gene (Fig 4G). This suggests that PcG recruitment seems to be dispensable for initiating silencing of these genes. 

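The 77 genes with no or little accumulation and the 59 genes with accumulation of PcG marks in *Xist* ΔB+C were taken from the paper's source data, and all of them were tested here. Over the 77 genes, the median log2 (fold change) in *Xist* ΔB+C was −0.80 (quartiles −1.03 and −0.58; limma's fry, adjusted p = 0.00315 over the 6 tests of 2 categories in 3 lines), and −0.83 with the replicate number as a block (adjusted p = 0.000274). Of these genes, 76 had a negative log2 (fold change), 74 were lower in both pairs of replicates, and 24 passed an adjusted p‐value of 0.05 on their own (edgeR), or 66 with the block. In *Xist* FL the median over the same genes was −0.96 (fry, adjusted p = 0.0031; with the block −0.96, adjusted p = 0.000274), and in *Xist* ΔA it was −0.15 (adjusted p = 0.406, and 0.14 with the block). Leaving out replicates moved the *Xist* ΔB+C median most, to −0.70 without replicate 2 and −1.02 without replicate 1. From the fall of the genes with no or little accumulation, the paper proposes that recruitment of PcG marks is not needed to initiate their silencing.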

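For the 77 X‐linked genes with no or little accumulation of PcG marks, the log2 (fold change) in *Xist* ΔB+C minus that in *Xist* FL had a median of 0.10, and 51 of the genes had a positive value. Across genes the paired Wilcoxon test gave p = 0.000621 (n = 77 genes), genes not being independent replicates. With libraries as replicates the difference had an adjusted p = 0.906 (limma's fry, over the 2 categories). A block on the replicate number gave 0.098 (adjusted p = 0.905). It was 0.096 in the pairs of replicate 1 and 0.056 in the pairs of replicate 2. For the 59 genes with accumulation the median was 0.048 with 32 positive values (limma's fry, adjusted p = 0.906), and with the block it was 0.043 (adjusted p = 0.905); the paired Wilcoxon test gave p = 0.332 across them (n = 59 genes). In that category the direction changed between the pairs, from 0.045 in replicate 1 to −0.037 in replicate 2.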

We noted, however, a slight silencing relaxation of these 77 genes when compared to *Xist* FL. Also, on average, these genes silenced less well than genes accumulating PcG marks in the mutant and *Xist* FL (Fig 4F). This implies that either PcG recruitment is needed to stabilize silencing initially imposed by other factors or that its mild, local enrichment of H3K27me3 and H2AK119ub is simply a consequence of X‐linked gene silencing in *Xist* ΔB+C. The passive recruitment model is consistent with the fact that gene promoters accumulating PcG marks in *Xist* ΔB+C (and *Xist* FL) are enriched for CpG content (Fig EV5G and H). This feature is thought to promote PcG deposition at silenced promoters 47, 48, 49. 

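The 59 genes with accumulation had a median log2 (fold change) of −1.10 in *Xist* ΔB+C (limma's fry, adjusted p = 0.000429 over the same 6 tests) and −1.10 in *Xist* FL (adjusted p = 0.000429). Fitted with the block these were −1.12 (adjusted p = 4.93e-05) and −1.11 (adjusted p = 5.28e-05). The median of the genes with no or little accumulation minus that of the genes with accumulation was 0.31 in *Xist* ΔB+C (permutation test across genes, p = 0.00011, adjusted p = 0.00022 over the 2 lines) and 0.14 in *Xist* FL (permutation p = 0.0106, adjusted p = 0.0106). With the block it was 0.29 in *Xist* ΔB+C (permutation p = 0.00021, adjusted p = 0.00042) and 0.15 in *Xist* FL (permutation p = 0.00768, adjusted p = 0.00768). These tests permute genes between the categories, and genes of the same libraries are not independent replicates. Leaving out replicates moved the difference most, to between 0.20 and 0.43 in *Xist* ΔB+C and between 0.14 and 0.28 in *Xist* FL. Of the 59 genes, 34 passed an adjusted p‐value of 0.05 in *Xist* ΔB+C (edgeR; 55 with the block) and 26 in *Xist* FL (56 with the block), and in *Xist* ΔA their median was −0.17 (fry, adjusted p = 0.248, and 0.0482 with the block).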

In conclusion, we believe our data point to a model, whereby *Xist*‐mediated PcG accumulation via the B+C repeat region is not the initial driving force causing X‐linked transcriptional silencing for most genes (Fig 5).

**Figure 5:**
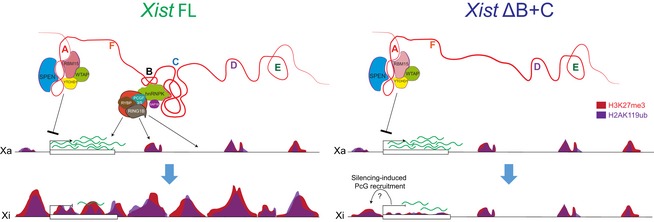
Working model for *Xist*‐mediated PcG recruitment influence on transcriptional silencing based on the phenotypes of the *Xist* ΔB+C mutant SPEN and proteins of the m6A RNA methylation machinery interact with the A repeat to initiate X‐linked gene silencing; PCGF3/5‐PRC1 recruitment via hnRNPK interaction with the B and C repeats is responsible for the accumulation of H2AK119ub and concomitant enrichment of the PRC2‐mark H3K27me3 over the entire X chromosome. In the absence of B and C repeats, there is no enrichment of PcG marks in intergenic regions, but a slight increase at silencing X‐linked genes is seen; this could be caused by passive recruitment induced by gene silencing; nevertheless, recruitment of these marks is necessary to stabilize the initial silencing mediated by the A repeat interactors.

## Discussion

We found that chromosome‐wide transcriptional silencing and PRC1/PRC2 recruitment rely primarily on the A and B+C *Xist* RNA repeats, respectively, on the X chromosome undergoing inactivation. Our analysis indicates that initiation of X‐linked gene silencing can occur without *Xist*‐induced chromosome‐wide PRC1/PRC2 recruitment. However, PRC1/PRC2 and/or other proteins bound to the B+C region (e.g., SAP18; Fig 2C) seems to be necessary to stabilize the repressive state of some genes.

The inducible *Xist* mutants we have generated in this report represent a useful model for the study of individual *Xist* modules in the initiation of XCI, with *Xist* induction occurring at its endogenous location rather than at autosomal locations 15, 24, 42. A clear advantage of these inducible systems for experimental purposes is that expression of *Xist* mutants can be induced and synchronized and does not depend on the intricate regulation of endogenous *Xist* expression which ultimately results in very few cells expressing the desired mutant 30, 38, 39, 40. A disadvantage is the increase in *Xist* RNA molecules surrounding the X chromosome (Fig EV2D and E) which could mask or attenuate few of the phenotypes. This has been controlled in this study by the use of the wild‐type version (*Xist* FL) and a silencing‐defective mutant, *Xist* ΔA, in the same inducible system. The new *Xist* mutants allowed us to study the function of F, B, and C repeats, previously reported to be important for PRC1/PRC2 recruitment at initiation of XCI 10, 20. We show here that a *Xist* ΔC‐inducible mutant has no obvious defect in *Xist* RNA coating of the X chromosome and PcG recruitment. This contrasts with previous findings suggesting a role for the C repeat in *Xist* localization 50, although this could be due to differences in the cell type examined (somatic cells versus inducible ES cells), and the technology used (locked nucleic acids—LNAs versus genetic deletions) to destabilize the C repeat. We also show that our *Xist*‐inducible mutants lacking the B repeat have impaired PRC1 and PRC2 recruitment to the X chromosome, consistent with the recent findings implicating a 600‐bp region containing the B repeat (and 3 out of 14 motifs of the C repeat) in an autosomal context 15 or the B repeat alone from the endogenous locus in the context of transformed tetraploid MEFs and late differentiating ES cells (day 14) 14. However, we found that lack of B repeat alone is unable to fully compromise PRC1/PRC2 recruitment on the X chromosome in our inducible *Xist* system (Fig 1C). In the case of Pintacuda *et al* (2017) study, the differences might arise from the fact that *Xist* has been DOX‐induced from an autosome instead of the X chromosome. In the case of the Colognori *et al* (2019) study, differences might arise from the fact that the Xi in MEFs is less enriched in PcG marks (e.g., H3K27me3) 51. Moreover, this ΔB mutant causes defects in *Xist* coating which would exacerbate the phenotype, a phenomenon that seems to be overridden in our inducible system based on RNA FISH measurements performed in *Xist* FL and *Xist* ΔB+C‐induced cells (Fig EV2D and E).

In our inducible mutants, complete absence of PRC1/PRC2 recruitment as judged by IF/RNA FISH is seen only if both B and C repeats are deleted. Interestingly, B and C repeats correspond precisely to the binding sites of the RNA‐binding protein hnRNPK as mapped by iCLIP: B repeat represents the stronger binding region for hnRNPK within *Xist*, but this protein also interacts all along the C repeat 52. hnRNPK was recently proposed to be an important player in mediating *Xist‐*dependent recruitment of PCGF3/5‐PRC1 and PRC2 to the X chromosome 13, 14, 15. In accordance with this, we found that hnRNPK, alongside with non‐canonical PRC1 members, is lost from the *Xist* ΔB+C protein interactome as revealed by ChIRP‐MS. Interestingly, SAP18 was another protein lacking from the *Xist* ΔB+C interactome (Fig 2C; Dataset EV1). The potential role for this histone deacetylase complex subunit in XCI remains to be addressed. However, SAP18 is unlikely to affect PcG recruitment. Indeed, recent knockdown experiments showed that SAP18 does not affect SMCHD1 recruitment to the Xi, which is a secondary event to H2AK119ub deposition 53.

The *Xist* ΔB+C mutant cannot bind PCGF3/5‐PRC1 (Fig 2B and C) or induce global PRC1/PRC2 recruitment to the X chromosome (Figs 1B and C, and 3A). This provide us with a model to appreciate the role of *Xist*‐mediated PcG recruitment on the initiation of transcriptional silencing without affecting pre‐marked PcG sites on the X chromosome prior *Xist* expression 9, 51 or the other PcG functions throughout the genome. Interestingly, *Xist* ΔB+C mutant is able to cause chromosome‐wide transcriptional silencing in contrast to the silencing‐defective *Xist* ΔA mutant (Figs 4C–E and EV5D) expressed under the same inducible promoter. This can be explained, at least in part, by the interaction of *Xist* ΔB+C RNA with factors involved in X‐linked gene silencing, such as SPEN, RBM15, and WTAP 13, 32, 35 (Fig 2B and C). However, a slight relaxation of transcription silencing is still seen for the *Xist* ΔB+C mutant RNA (Figs 4C–E and EV5D). It is a weaker phenotype than the previously reported decrease in transcriptional silencing seen in *Xist* DOX‐inducible transgenes on autosomes in the context of *Pcgf3* ^−/−^ *Pcgf5* ^−/−^ double mutant 10 or in PcG‐defective *Xist* mutant 15 in ES cells. However, the overall decrease in *Xist*‐mediated gene silencing efficiency in an autosomal context 24, 42 might render autosomal genes more susceptible to PcG loss. Recently, a PcG‐defective *Xist* ΔB mutant also showed a reduction in transcriptional silencing at day 14 of differentiation, although the defects could be partially explained by inefficient *Xist* spreading along the X chromosome and are due to maintenance function of PcG rather than initiation 14. In any case, in all these systems, it is clear that abrogation of PcG recruitment will result in some degree of relaxation of transcriptional silencing which, nevertheless, does not match the nearly complete loss of *Xist*‐mediated silencing in the absence of the A repeat (Figs 4C–E and EV5D) 15, 30, 38. Relaxation of transcriptional silencing upon *Xist*‐mediated PcG recruitment was also reported by an article published during the revision period of this manuscript 54. The extent of relaxation was stronger than what we report here, but again was not comparable to the loss of SPEN or *Xist*'s A repeat 54. In line with this, a recent study using a tiling CRISPR approach to induce indels along a *Xist*‐inducible transgene on an autosome was only able to underline the A repeat as the main silencing domain of *Xist* 55. Overall, the slight relaxation of transcriptional silencing seen in our *Xist* ΔB+C‐inducible mutant suggests that *Xist*‐dependent global PcG recruitment to the X chromosome, which is not directed specifically to genes, will be important to guarantee a stable inactive state.

Our nChIP‐seq data confirmed the lack of global enrichment of PcG marks of the X chromosome, but revealed a mild enrichment of these marks around the promoters and gene bodies of some X‐linked genes in *Xist* ΔB+C expressing cells. This suggests that PcG marks may be laid down on the X chromosome in more than one way. One possibility is that another region of *Xist* mediates PcG recruitment to these genes. Although the A repeat has been previously implicated in PRC2 recruitment 56, 57, the specificity of such an interaction is unclear 58, 59. Furthermore, the PRC2 core components have not been identified to bind to *Xist* RNA in different proteomic searches of the *Xist* interactome 13, 32, 60. Another possibility is that low levels of PcG proteins may simply be recruited to promoters and gene bodies as a consequence of gene silencing following *Xist* ΔB+C RNA coating. Taking advantage of comparable nChIP‐seq and RNA‐seq datasets in *Xist* FL and *Xist* ΔB+C, we detected multiple genes which have been silenced and yet with negligible accumulation of H3K27m3 or H2AK119ub at their promoter regions in *Xist* ΔB+C‐induced cells (Fig 4F). This suggests that *Xist*‐mediated gene silencing can occur in the absence of PcG recruitment, at least, for a subset of X‐linked genes. The other subset of X‐linked genes has detectable residual accumulation of PcG marks, which could play a role in the initiation of their silencing. Alternatively, the recruitment of PcG at X‐linked genes could be secondary to transcriptional silencing in PCGF3/5‐PRC1‐unbound *Xist* ΔB+C. It has been proposed that PcG recruitment to active promoters and gene bodies could be passive upon their silencing, in the sense that the PcG system will operate on any transcriptionally inactive, GC‐rich locus 47, 48, 49 (Fig 5). Interestingly, our results with *Xist* ΔB+C also clearly indicate that transcriptional silencing is not sufficient to recruit PcG on X‐linked genes to the same extent as inducible *Xist* FL. Thus, lncRNA‐directed PcG recruitment, which mechanistically might differ from the passive recruitment to silencing genes, is necessary for proper PcG targeting in the context of XCI.

In conclusion, our results reinforce the idea that *Xist* is a multi‐tasking RNA molecule with several structural and regulatory modules 31 that have different functions. We also show that initiation of *Xist*‐mediated transcriptional silencing can occur in the absence of *Xist*‐mediated PcG recruitment, at least, for a subset of X‐linked genes. Our work places *Xist*‐mediated PcG recruitment as an important player during XCI needed to sustain initiation of PcG‐independent gene silencing.

## Materials and Methods

### Cell lines

The previously published *Xist*‐TetOP (herein *Xist* FL) and *Xist*ΔSX‐tetOP (herein *Xist* ΔA) XY ES cells 30 were adapted and maintained in feeder‐free classic ES cell medium—DMEM media containing 15% fetal bovine serum (FBS), 10^3^ U/ml leukemia inhibitor factor (LIF), 10^−4 ^mM 2‐mercaptoethanol, 50 U/ml penicillin, and 50 μg/ml of streptomycin (Gibco). *Xist* FL ES cell line was used to generate several *Xist* mutants: ΔF+B+C, ΔF+B, ΔB+C, ΔB+1/2C, ΔB, and ΔC (see Generation of *Xist*‐TetOP mutants by CRISPR‐Cas9 genome editing).

All ES cells were grown at 37°C in 8% CO_2,_ and medium was changed daily. Inducible expression of *Xist* driven by a TetO promoter was achieved by adding DOX (1.5 μg/ml), while differentiating the ES cells in LIF withdrawal medium—DMEM media containing 10% FBS, 10^−4^ mM 2‐mercaptoethanol, 50 U/ml penicillin, and 50 μg/ml of streptomycin (Gibco), for 2–5 days, depending on the experiment.

Female MEFs were grown in DMEM media containing 10% FBS, 10^−4^ mM 2‐mercaptoethanol, 50 U/ml penicillin, and 50 μg/ml of streptomycin (Gibco) at 37°C in 5% CO_2_.

### Generation of *Xist*‐TetOP mutants by CRISPR/Cas9 genome editing

To generate *Xist*‐TetOP mutants, 4 × 10^5^ cells were co‐electroporated with 2.5 μg each of two pX459 plasmids (Addgene) expressing the Cas9 endonuclease and chimeric guide RNAs (gRNAs) flanking the region to delete using a Neon Transfection System (Thermo Fisher Scientific). The sequences of the gRNAs used to generate each type of *Xist* mutant are shown in Appendix Table S1. To pick single ES cell clones containing the desired mutations, ES cells were separated by limiting dilution. As soon as visible, single colonies were picked under a microscope and screened for deletion by PCR and absence of the wild‐type band with the primers depicted in Appendix Table S1. Positive clones of each *Xist* mutant type were expanded and further validated for the mutation and absence of the wild‐type band. Amplicons from the deletion PCR were gel‐purified using NZYGelpure kit (NZYTech) and sequenced by the Sanger method (GATC—Eurofins Genomics) (Fig EV1A; Table EV1) using either the forward or the reverse primers (Appendix Table S1). PCR across the deleted regions within *Xist* exon 1 was also performed and confirmed in cDNA obtained upon 4 days of differentiation in DOX conditions, while no band (or very faint bands) was obtained in noDOX conditions (Fig EV1A). *Xist*‐TetOP mutants were also analyzed for expression in DOX and noDOX conditions, using primers across exon 1 to exon 3, upstream of the B repeat, and downstream of the C repeat using the primers in Appendix Table S2, and presence or absence of the expected band was in accordance with the respective mutant analyzed (Fig EV1B).

### RT–PCR analysis

Total RNA was isolated from the different *Xist*‐TetOP mutant ES cells at D4 of differentiation (from both DOX and noDOX conditions) using NYZol (NZYtech) and then DNase I‐treated (Roche) to remove contaminating DNA. RNA template was reverse‐transcribed using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche), according to the manufacturer's instructions. cDNA was subjected to RT–PCR using the deletion primers in Appendix Table S1 for the respective *Xist*‐TetOP mutants and for the analyses in Fig EV1B using the primers in Appendix Table S2 for all the *Xist*‐TetOP mutants.

### RNA polymerase II inhibition

Around 2 × 10^5^ *Xist* FL and *Xis*t ΔB+C ES cells were plated on a well of a six‐well plate 72 h prior to actinomycin D treatment. The next day, differentiation was initiated in DOX conditions and 48 h after cells were treated with 5 μg/ml actinomycin D (Sigma, #A1410) for 2, 4, and 6 h. Total RNA was collected at each time point, including induced cells without treatment (0 hrs), from three independent biological replicates. cDNA synthesis (Roche) was performed after DNase I treatment of RNA samples. Percentage of *Xist* remaining upon treatment was quantified by RT–qPCR and presented as the ratio of *Xist* transcripts at the time of collection relative to *Xist* transcripts in non‐treated cells measured using *Xist* exon 1–exon 3 primers normalized to 18S rRNA (Appendix Table S2), which is mainly transcribed by the RNA polymerase I.

### RNA FISH

RNA FISH probes for *Xist* (a 19 kb genomic λ clone 510 61, *Pgk1* (a 15–16 kb genomic sequence starting 1.6 kb upstream of *Pgk1* gene up to its intron 6) (kind gift from T. Nesterova, Univ. of Oxford) 33, *Lamp2* (RP24‐173A8 bacterial artificial chromosome—BAC), and *Rlim/Rnf12* (RP24‐240J16 BAC—BACPAC Resources Center) were prepared using the Nick Translation Kit (Abbot) with red and/or green dUTPs (Enzo Life Sciences). RNA FISH was done accordingly to established protocols 61 in *Xist*‐TetOP mutant differentiating ES cells with minor modifications. Briefly, cells were dissociated with trypsin (Gibco) and adsorbed onto poly‐L‐lysine (SIGMA)‐coated 22 × 22 mm coverslips for 5 min. Cells were then fixed in 3% paraformaldehyde (PFA) in phosphate‐buffered saline (PBS) for 10 min at room temperature (RT) and permeabilized with 0.5% Triton X‐100 diluted in PBS with 2 mM vanadyl–ribonucleoside complex (VRC; New England Biolabs) for 5 min on ice. Coverslips were then washed twice in ethanol (EtOH) 70% for 5 min and then dehydrated through ethanol series (80%, 95%, and 100%) and air‐dried quickly before hybridization with the fluorescent‐labeled probes. Probes were ethanol‐precipitated with sonicated salmon sperm DNA (and mouse *Cot1* DNA for *Lamp2* and *Rlim/Rnf12* probes), denatured at 75°C for 7 min (in the case of *Lamp2* and *Rlim/Rnf12* BAC probes, they were let incubating at 37°C for 30 min after denaturation to allow *Cot1* DNA to bind to the repetitive DNA present in these BACs to prevent non‐specific hybridization). *Xist* (in red or green) and one X‐linked gene (*Pgk1*,* Lamp2,* or *Rlim/Rnf12*) (in green when *Xist* probe was red; in red when *Xist* probe was green) probes were co‐hybridized in FISH hybridization solution (50% formamide, 20% dextran sulfate, 2× SSC, 1 μg/μl BSA, 10 mM vanadyl–ribonucleoside) overnight. Washes were carried out with 50% formamide/2× saline‐sodium citrate (SSC), three times for 7 min at 42°C, and then with only 2× SCC, three times for 5 min at 42°C. After the RNA FISH procedure, nuclei were stained with 4′,6‐diamidino‐2‐phenylindole (DAPI; Sigma‐Aldrich), diluted 1:5,000 in 2× SCC for 5 min at RT, and mounted with Vectashield Mounting Medium (Vectorlabs). Cells were observed with the widefield fluorescence microscope Zeiss Axio Observer (Carl Zeiss MicroImaging) with 63× oil objective using the filter sets FS43HE, FS38HE, and FS49. Digital images were analyzed with the FIJI platform (https://fiji.sc/). To determine the number of cells with an *Xist‐*coated X chromosome, a minimum of 250 cells were counted per single experiment. To determine the expression of the different X‐linked genes studied (*Pgk1*,* Lamp2,* and *Rlim/Rnf12*), at least 59 cells with a *Xist*‐coated X chromosome were counted in DOX conditions, and at least 100 cells were counted in noDOX conditions per experiment.

### Stellaris RNA FISH

Stellaris RNA FISH to measure the size and intensity of *Xist* foci was performed in *Xist* FL and *Xist* ΔB+C ES cells differentiated for 2 days in DOX conditions and in female MEFs on gelatin‐coated 22 × 22 mm coverslips. We designed two sets of Stellaris RNA FISH probes using the Stellaris™ Probe Designer software (Biosearch Technologies) for two regions of *Xist* (exon 1 3′ end and exon 7). Each set comprised 48 singly labeled oligonucleotides labeled with Quasar^®^ 570 dye (Appendix Table S3). Hybridization conditions for RNA FISH were followed according to Stellaris™ guidelines using a final concentration of 125 nM of each probe set per coverslip. Briefly, cells were washed with PBS and fixed with 3.7% PFA in PBS for 10 min at RT. After rinsing with PBS and washed one time with 70% EtOH, samples were incubated with 70% EtOH for 1 h at RT. Then, samples were washed in washing buffer (10% formamide/2× SSC) for 5–10 min at RT before probe hybridization. The coverslips containing the samples were then removed from the washing buffer and transferred to parafilm containing 25 μl of hybridization buffer (10% dextran sulfate/10% formamide/2× SSC) with 125 nM of each probe set per coverslip and incubated overnight at 37°C in a moist chamber. The following days, cells were washed twice with washing buffer (30 min at 37°C), followed by a single wash with 2× SSC (5 min at RT). After, nuclei were stained with DAPI (Sigma‐Aldrich), diluted 1:10,000 in 2× SCC for 5 min at RT, followed by two washes in 2× SSC (5 min at RT), before being mounted with Vectashield Mounting Medium (Vectorlabs).

Z‐stack images (40 slices at 0.4 μm) of each sample were acquired in a Zeiss Cell Observer fluorescence widefield microscope (Carl Zeiss Microimaging) equipped with an Axiocam 506 mono CCD camera using a 63×/1.4 Plan‐Apochromat objective and filter sets FS49 for DAPI and FS43HE for Quasar 570. The acquired z‐stacks were deconvolved using the Huygens Remote Manager software (Scientific Volume Imaging, The Netherlands, http://svi.nl), using the CMLE algorithm, with SNR:50 and 100 iterations. Deconvolved z‐stacks were then processed and analyzed in FIJI (https://fiji.sc/). Briefly, maximum‐intensity projections were calculated for each z‐stack, and after threshold segmentation, the area (in μm^2^) and total intensity (area × mean intensity) of each *Xist* foci were measured. At least 71 *Xist* foci signals were quantified from 6 to 7 images obtained from two independent experiments (at least three images per biological replicate). Statistically significant differences between samples were determined using unpaired Student's *t*‐test.

### IF/RNA FISH

IF/RNA FISH experiments were performed as previously 20. *Xist* FL and mutant ES cells were differentiated for 48 h in the presence of DOX (1.5 μg/ml) on gelatin‐coated 22 × 22 mm coverslips. Cells were fixed in 3% PFA in PBS for 10 min at RT, followed by permeabilization in PBS containing 0.5% Triton X‐100 and VRC (New England Biolabs) on ice for 5 min. After three rapid washes in PBS, samples were blocked for, at least, 15 min with 5% gelatin from cold water fish skin (Sigma) in PBS. Coverslips were incubated with the following primary antibodies diluted in blocking solution at the desired concentration (H3K27me3—Active Motif #39155 1:200; H2AK119ub—Cell Signaling #8240 1:200; JARID2—Abcam #ab48137 1:500; RING1B—Cell Signaling #5694 1:100; EZH2—Leica Microsystems #NCL‐L‐EZH2 1:200) in the presence of a ribonuclease inhibitor (0.8 μl/ml; Euromedex) for 45 min at RT (in the case of RING1B antibody, incubation lasted for 4 h). After three washes with PBS for 5 min, the coverslips were incubated with a secondary antibody (goat anti‐mouse or anti‐rabbit antibodies conjugated with Alexa green, red, or Cy5 fluorophores diluted 1:500) for 45 min in blocking solution supplemented with ribonuclease inhibitor (0.8 μl/ml; Euromedex). Coverslips were then washed three times with PBS for 5 min at RT. Afterward, cells were postfixed with 3% PFA in PBS for 10 min at RT and rinsed three times in PBS and twice in 2× SSC. Excess of 2× SSC was removed, and cells were hybridized with a *Xist* p510 probe labeled with Alexa green or red dUTPs (prepared and hybridized as mentioned in the RNA FISH protocol). After the RNA FISH procedure, nuclei were stained with DAPI (Sigma‐Aldrich), diluted 1:5,000 in 2× SCC for 5 min at RT, and mounted with Vectashield Mounting Medium (Vectorlabs). Cells were observed with the widefield fluorescence microscope Zeiss Axio Observer (Carl Zeiss MicroImaging) with 63× oil objective using the filter sets FS43HE, FS38HE, FS50, and FS49. Digital images were analyzed with the FIJI platform (https://fiji.sc/). Enrichment of the different histone marks or PcG proteins fluorescent signals over *Xist* cloud marked by RNA FISH was counted from at least 50 cells per single experiment.

### *Xist* ChIRP‐MS

*Xist* FL (both in DOX and in noDOX conditions) and *Xist* ΔB+C (DOX) cells were differentiated for 3 days. A fraction of these cells were used to quantify levels of *Xist* induction by RNA FISH. *Xist* ChIRP‐MS was conducted using a previously published protocol 13 with the following modifications: (i) Around 500 million cells per ChIRP‐MS experiment were collected (roughly 10–15 15‐cm^2^ dishes) cross‐linked in 3% formaldehyde for 30 min, followed by 0.125 M glycine quenching for 5 min; (ii) all 100 mg of cell pellets was then dissolved in 1 ml of nuclear lysis buffer (50 mM Tris–HCl pH 7.0, 10 mM EDTA, 1% SDS), and 880 μl was sonicated in a Covaris ultrasonicator for 1 h (20 min, three times). Clarified lysates were pooled for each sample; (iii) instead of RNase treatment, noDOX condition was used as control. 6 μl of RiboLock RNase inhibitor was added per ml of clear lysate into the experiment, and control tubes were incubated at 37°C for 30 min prior to hybridization step. Final protein samples were size‐separated in three parts from Bis–Tris SDS–PAGE gel and sent for LC/MS‐MS. Correct retrieval of *Xist* RNA after ChIRP from *Xist* FL and *Xist* ΔB+C was analyzed by RT–qPCR using three pairs of primers along *Xist* RNA [Pair 1—forward 1 (Fw1): GCCT CTGA TTTA GCCA GCAC, reverse 1 (Rv1): GCAA CCCA GCAA TAGT CAT; Pair2—Fw2: GACA ACAA TGGG AGCT GGTT, Rv2: GGAT CCTG CACT GGAT GAGT; and Pair 3—Fw3: GCCA TCCT CCCT ACCT CAGAA; Rv3: CCTG ACAT TGTT TTCC CCCT AA) and *Gapdh* as housekeeping gene (Fw: AAGG TCAT CCCA GAGC TGAA; Rv: CTGC TTCA CCAC CTTC TTGA)]. For details on ChIRP probe design, see Extended Experimental Procedure on the previously published protocol 13.

*Xist* hits from ChIRP‐MS were ranked according to *Xist* FL DOX/*Xist* FL noDOX fold change in peptide counts. To calculate this and *Xist* ΔB+C/*Xist* FL noDOX ratios, when peptide counts for *Xist* FL noDOX samples were 0, it was considered 1 (Dataset EV1). For comparison with Chu *et al* list 13, only annotated protein isoforms with an Annotation score in UniProtKB ≥ 3 (out of 5) were considered with a minimum of 2.5 DOX/noDOX fold change in one of the samples. Proteins present in the Chu's list with DOX/no DOX ratio inferior in *Xist* ΔB+C than *Xist* FL were considered underrepresented in *Xist* ΔB+C protein interactome (Fig 2C). Proteins with no peptide counts for *Xist* ΔB+C or with equal peptide counts to *Xist* FL noDOX, which had a *Xist* FL DOX/noDOX ratio ≥ 4, were considered not to be part of the *Xist* ΔB+C protein interactome (Fig 2C).

### nChIP‐seq

nChIP‐seq was performed in duplicates for *Xist* ΔB+C ES cells at day 2 of differentiation upon DOX and noDOX conditions and compared to results previously obtained for *Xist* FL 9. The protocol was followed as described 9. Briefly, around 3.5 million cells were used per immunoprecipitation (IP) experiment. A fraction of these cells was always used to quantify levels of *Xist* induction by RNA FISH. Ten million cells were resuspended and lysed in 90 μl of lysis buffer (50 mM Tris–HCl, pH 7.5; 150 mM NaCl; 0.1% sodium deoxycholate; 1% Triton X‐100; 5 mM CaCl_2_; protease inhibitor cocktail; 5 mM sodium butyrate) for 10 min on ice. Lysis buffer with MNase (62 μl) was then added for chromatin digestion and incubated at 37°C for exactly 10 min. Then, 20 mM EGTA was added to stop the reaction, followed by 15,871 *g* centrifugation for 5 min at 4°C to sediment undigested debris. Supernatant was then transferred, and equal amount of STOP buffer (50 mM Tris–HCl, pH 7.5; 150 mM NaCl; 0.1% sodium deoxycholate; 1% Triton X‐100; 30 mM EGTA; 30 mM EDTA; protease inhibitor cocktail; 5 mM sodium butyrate) was added to the samples kept on ice.

Lysate (5 μl) was mixed with 45 μl of proteinase K (ProtK) digestion buffer (20 mM HEPES; 1 mM EDTA; 0.5% SDS) and incubated at 56°C for 30 min. AMPure XP beads (50 μl) were mixed with the digested lysate with 60 μl of 20% PEG8000 1.25 M NaCl for 15 min at RT. Beads were separated on a magnet and washed twice with 80% EtOH for 30 s. DNA was eluted in 12 μl of low‐EDTA TE and measured using Qubit DNA High‐Sensitivity Kit to normalize lysate concentration between samples. DNA isolated in this step was used for the input sample. The volume of each undigested lysate was adjusted for equal concentration to obtain 1 ml per IP using a 1:1 mix of Lysis Buffer and STOP Buffer.

Protein‐A Dynabeads (10 μl/IP) were washed twice in blocking buffer (0.5% BSA; 0.5% Tween in PBS) before being resuspended in blocking buffer and coated with H3K27me3 [1 μg/IP] (Cell Signaling, Cat#9733S) or H2AK119ub [0.4 μg/IP] (Cell Signaling, Cat# 8240) antibodies for 4 h at 4°C. Once coated beads were magnet‐separated and resuspended in 1 ml of concentration‐adjusted lysate, samples were left rotating overnight at 4°C.

In the following day, beads were magnet‐separated and washed quickly with ice‐cold washing buffers with low salt buffer (0.1% SDS; 1% Triton X‐100; 2 mM EDTA; 20 mM Tris–HCl, pH 8.1; 150 mM NaCl; 0.1% sodium deoxycholate). IPs were then washed four times with low salt buffer, twice with high salt buffer (0.1% SDS; 1% Triton X‐100; 2 mM EDTA; 20 mM Tris–HCl, pH 8.1; 360 mM NaCl; 0.1% sodium deoxycholate), and twice with LiCl buffer (0.25 M LiCl; 1% NP40; 1.1% sodium deoxycholate; 1 mM EDTA; 10 mM Tris–HCl pH 8.1). Prior to elution, all samples were rinsed once in TE. ChIP‐DNA was eluted in ProtK digestion buffer by incubating at 56°C for 15 min. Beads were separated, and the supernatant was further digested for 2 h more at 56°C. DNA was isolated using AMPure XP beads as described for the input sample.

For each nChIP‐seq, 0.5 μl of input samples was also used to verify the digestion efficiency using D1000 tapestation. Remaining DNA concentration was adjusted and used for library preparation using Ovation^®^ Ultralow Library System V2 following suppliers protocol. Amplified libraries were size‐selected for dinucleotide fraction (350‐ to 600‐bp fragments) using agarose gel separation and MinElute Gel Extraction Kit (Qiagen). Sample quality was inspected using D1000 tapestation. Samples were sequenced with HiSeq 2500 using single‐end 50‐bp mode.

Adapters and low‐quality bases (< Q20) have been removed from the sequencing data with TrimGalore (v0.4.0; http://www.bioinformatics.babraham.ac.uk/projects/trim_galore) and Cutadapt (1.8.2) 62. Reads were then mapped to the mm10 genome with Bowtie2 (2.2.5) with options [–end‐to‐end ‐N1 ‐q] 63. Duplicates were discarded with Picard MarkDuplicates (1.65) with options [REMOVE_DUPLICATES = true] 64, reads mapped with low quality (< q10) were removed using samtools (1.3) 65, and reads mapped on blacklisted regions from Encode Consortium 66 were discarded. Bigwig files were created with bedtools genomeCoverageBed (2.25.0) 67, using a scale factor calculated on the total library (10,000,000/total reads) and loaded on UCSC genome browser 68.

ChIP‐seq signal was then analyzed per window. A global analysis was first done on fixed windows (10 kb) spanning the whole genome and then on different genomic subcategories: initially active gene bodies, initially active promoters, and intergenic regions. Initially active genes were defined in our previous study 9 as genes with a transcript having its TSS (refFlat annotation 69 overlapping a peak of H3K27ac in noDOX samples). For genes having several active transcripts detected, the active gene was defined as starting at the minimum start of transcripts and ending at the maximum end of transcripts. This way, 6,096 initially active genes were defined genome‐wide, 286 being on the X chromosome. The initially active gene bodies were defined as those initially active genes excluding the 2 first Kb downstream from TSS. Initially active promoters were defined as ± 2 kb windows around the TSS of these genes. Intergenic regions were defined as 10 kb windows not overlapping a gene (active or inactive) and its promoter (2 kb downstream) or a peak of H3K27ac 9. Reads overlapping defined windows were then counted with featureCounts (1.5.1) 70 with default options.

For global analysis, count normalization was performed based on counts falling in autosomal consensus peaks. For each histone mark, peaks were first identified in each sample using MACS2 71, with options [–broad ‐B ‐broad‐cutoff 0.01] and with input as control, and only peaks with a minimum fold change of 3 were selected. Then, consensus peaks were defined as common regions between peaks identified in a minimum of 2 among the 4 noDOX samples using bedtools multiIntersectBed (2.25.0) and bedtools merge (2.25.0) 67. For each sample, a normalization factor was calculated with the trimmed mean of M‐value method (TMM) from edgeR package 72, based on reads overlapping consensus peaks located on autosomes. To correct for chromatin accessibility or mappability bias, 10‐kb windows with outliers counts in the input (counts superior or inferior to mean ± 1.5 SD) were discarded from the analysis. Moreover, to represent read accumulation between DOX and noDOX conditions, normalized initial counts from noDOX samples were subtracted to corresponding DOX normalized counts.

For genomic subcategories analysis (active gene bodies, active promoters, and intergenic regions), windows that had less than one read per 50 bp for more than 2 among the 8 samples were removed for the analysis. Normalization factors were calculated based on windows located on autosomes, with TMM method using edgeR 72. Linear regression was then fitted for each window according to the following model: Y = clones + clones:condition, with Y being the log2(cpm) and condition being noDOX or DOX, using Voom function from Limma R package 73. Significance of coefficients was assessed by a moderated t‐statistics, and *P*‐values were corrected by Benjamini–Hochberg procedure. Because of the high variability in proportion of cells with *Xist* induction, we quantified the number of cells with a *Xist* cloud by RNA FISH experiments: *Xist* FL DOX#1—46.64%, *Xist* FL DOX#2—59.44%, *Xist* ΔB+C DOX#1—66.30%, and *Xist* ΔB+C DOX#2—56.29%. Linear regression including the percentage of induction calculated by RNA FISH was also fitted for each window according to the following model: ~0 + clones + clones:induction, using Voom function from Limma R package 73. The slope of this regression represents then the logFC between noDOX and DOX conditions if the induction of the cell population was complete (corrected logFC).

Metaplots were created using DeepTools (3.0.2) 74. Bigwigs of log2(FC) between DOX and noDOX samples were first created with personalized scaling according to normalized factors calculated above for active promoters using DeepTools bamCompare. Then, bigwigs of mean of log2(FC) between replicates were then created using DeepTools bigwigCompare with options [–binSize 100 –operation mean], matrix counts were then generated using DeepTools computeMatrix around TSS of active gene coordinates (see above) on the X chromosome and autosomes separately, and plots were then created using DeepTools PlotProfile.

### RNA‐seq

Duplicates samples of *Xist* FL, *Xist* ΔA and *Xist* ΔB+C ES cells were differentiated until day 2 in DOX and noDOX conditions. Total RNA was isolated using NYZol (NZYTech) and then DNase I‐treated (Roche) to remove contaminating DNA following the manufacturer's recommendations. Initial RNA quality was checked by electrophoresis and sent to NOVOGENE for sequencing. Quality of the samples was verified on a 2100 Agilent Bioanalyser system, and only samples with RIN score above 9 were processed. RNA (1 μg) was used for 250–300 bp insert cDNA library following manufacturer's recommendations (except for *Xist* ΔB+C DOX#2, which only 100 ng of RNA was used for the library preparation using a low input method). Libraries were sequenced with NovaSeq 6000 platform using paired‐end 150‐bp mode.

Reads were mapped on mm10 genome with Tophat (2.1.0) 75, with options [‐g 1 ‐x 1 ‐N 5 –read‐edit‐dist 5 –no‐coverage‐search], with refFlat annotation 69. Reads covering exons of each gene were then counted with featureCounts (1.5.1) with options [‐C ‐p] 70. Bigwig files were created with Deeptools bamCoverage (2.2.4) 74, with option [–normalizeUsingRPKM], and loaded on UCSC genome browser 68.

Clustering of samples based on normalized counts of X chromosome (calculated with cpm function from edgeR) was done with hclust function with parameter [method = “Ward.D”], using Pearson correlation as distance.

Differential analysis was done on genes for which 6 among the 12 samples have a TPM superior to 1. Count normalization was done based on counts falling in expressed autosomal genes, with the trimmed mean of M‐value method (TMM) from edgeR package 72. Such as for nChIP‐seq analysis, linear regression was then fitted for each gene with models including DOX/noDOX information, or percentage of induction calculated by RNA FISH (*Xist* FL DOX#1 – 46.6%, *Xist* FL DOX#2 – 51.7%, *Xist* ΔA DOX#1 – 53.2%, *Xist* ΔA DOX #2 – 54.5%, *Xist* ΔB+C DOX#1 – 61.4%, *Xist* ΔB+C DOX#2 – 56.7%).

Expression and nChIP‐seq data were integrated as following: First, for each mutant analyzed in both sets of data (*Xist* FL and *Xist* ΔB+C), four groups of genes were defined based on log2(FC) of RNA‐seq: [−∞, −1.5], [−1.5, −1], [−1, −0.5], and [−0.5, ∞]. For each of these groups, the accumulation of normalized reads from nChIP‐seq data at promoters of corresponding genes (DOX‐noDOX signal, for genes with enough coverage (see nChIP‐seq part above)), was extracted, for each histone mark separately (H3K27me3, H2AK119ub). For each group of genes, the normalized nChIP‐seq read enrichment relative to noDOX between both cell lines was then compared using a Wilcoxon test (Fig EV5F).

For each mark, promoters were divided into 2 categories: the ones with no accumulation or residual accumulation of H3K27me3 and H2AK119ub marks, and the ones with substantial accumulation of these repressive marks. The threshold between those two categories was defined as the mean + SD of normalized signal accumulation between DOX and noDOX conditions (normalized reads DOX ‐ normalized reads noDOX) on autosomes in *Xist* ΔB+C samples. Based on the data, the thresholds were 224 for H3K27me3 and 100 for H2AK119ub. Then, two categories of initially active promoters were defined based on both repressive marks: the ones with no or little accumulation for any of the two repressive marks (H3K27me3; H2AK119ub) and the ones with substantial accumulation of one or both repressive marks (Fig EV5G). The CpG content of each category was calculating using bedtools (2.25.0) with options “nuc –pattern G” and options “nuc –pattern CG”, and both were compared using a Wilcoxon test (Fig EV5H). Then, for each cell line (*Xist* FL, *Xist* ΔB+C), the expression log2(FC) of the genes not accumulating (or accumulating residual marks) and genes accumulating repressive marks in *Xist* ΔB+C were compared using a Wilcoxon test. Moreover, inside the same category, expression log2(FC) was compared between *Xist* FL and *Xist* ΔB+C cell lines using a paired Wilcoxon test (Fig 4F).

### Statistics

Statistical analysis used for each experiment is indicated in the respective figure legend with *P*‐values indicated or marked as *P‐value < 0.05, ***P‐value < 0.01. Student's *t*‐tests compared to control or untreated conditions were used to analyze IF/RNA FISH (Figs 1C and EV2B), actinomycin D treatment (Fig EV2C), and RNA FISH data (Figs 4A and B, and EV2C and D). For analysis of ChIP‐seq and RNA‐seq data, Wilcoxon tests were used (Figs 3B and 4E and F, and EV4C–E, and EV5D–H). To determine differential expressed genes, Limma analysis were performed (Figs 4D and EV5E). Clustering of samples based on normalized counts of the X chromosome (calculated with cpm function from edgeR) was done with hclust function with parameter [method = “Ward.D”], using Pearson correlation as distance (Fig 4C).

## Author contributions

Conception and/or design of the investigation: AB, JJZ, EH, and STR; methodology: AB, ACR, JJZ, HYC, EH, and STR; data collection: AB, ACR, JJZ, CP, VBP, YQ, CG, and STdR; data analysis and interpretation: AB, ACR, JJZ, LS, and STdR; writing–original draft: STR; writing–review and editing: AB, ACR, JJZ, HYC, and EH; supervision: HYC, EH, and STR; funding acquisition: HYC, EH, and STR.

## Conflict of interest

H.Y.C. is a co‐founder of Accent Therapeutics, Boundless Bio, and advisor to 10X Genomics, Arsenal Biosciences, and Spring Discovery. The other authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases:
nChIP‐seq and RNA‐seq data: Gene Expression Omnibus GSE123743 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123743). ChIRP‐MS Proteomic data: PRIDE PXD014287 or https://doi.org/10.6019/PXD014287 (https://www.ebi.ac.uk/pride/archive/projects/PXD014287).

# Supplementary material for: The role of Xist‐mediated Polycomb recruitment in the initiation of X‐chromosome inactivation
**Source:** EMBO Rep. 2019 Aug 27;20(10):e48019. doi: 10.15252/embr.201948019
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

**Figure EV1. Characterization of the novel *Xist*-TetOP mutants.**

- A Deletion mapping by Sanger sequencing and expression analysis across deleted regions in the novel *Xist*  $\Delta F+B+C$ ,  $\Delta B+F$ ,  $\Delta B+C$ ,  $\Delta B+1/2C$ ,  $\Delta B$ , and  $\Delta C$  mutants (this analysis is for clone 1 of each mutant type); the scheme represents only the first exon of *Xist*, and the color code for repeats matches the one on Fig 1A; red arrows indicate forward primers, and green arrows represent reverse primers; the primer on the left is the sequencing primer for each mutant; B means PCR blank.
- B RT-PCR analysis of the splicing pattern and expression across the repeat B and C regions of the different *Xist*-TetOP mutants using the primer pairs indicated in the scheme in green (Appendix Table S2); B means PCR blank.
- C *Xist* RNA FISH analysis upon D4 of differentiation in the presence of DOX (also noDOX for *Xist* FL) in the *Xist*  $\Delta F+B+C$ ,  $\Delta B+F$ ,  $\Delta B+C$ ,  $\Delta B+1/2C$ ,  $\Delta B$ , and  $\Delta C$  mutants (this analysis is for clone 1 of each mutant type); values represent the %  $\pm$  SEM of cells with a *Xist*-coated chromosome (at least three biological replicates with a minimum of 250 cells counted per replicate; only two biological replicates for *Xist* FL noDOX); scale bar: 10  $\mu$ m.

Source data are available online for this figure.

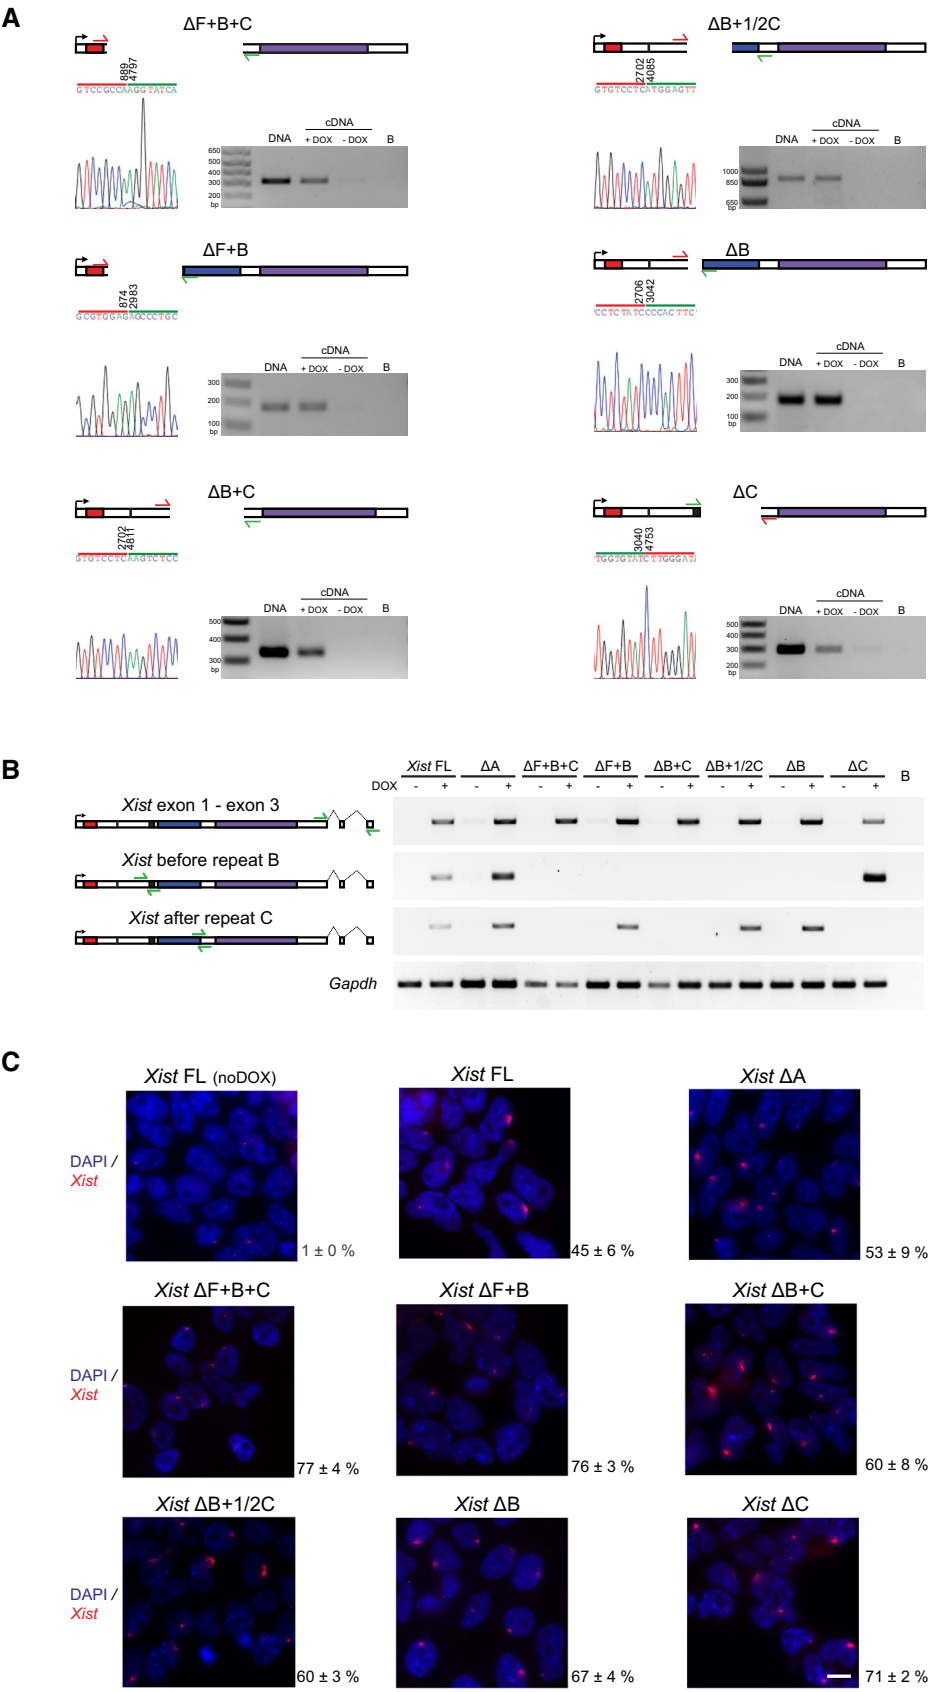

Figure EV1.

**Figure EV2. Lack of PRC2 and PRC1 recruitment to the *Xist* ΔB+C-bound X chromosome is not caused by deficient chromosomal RNA coating.**

- A Representative images of combined IF for JARID2 (green) on the left and for RING1B (green) on the right with RNA FISH for *Xist* (red) in *Xist*-TetOP lines (for clone 1 of each mutant type) upon D2 in the presence of DOX; DAPI in blue; scale bar: 10 μm.
- B Graph representing the mean % + SEM of *Xist*-coated chromosomes enriched for JARID2, EZH2, and RING1B in the different *Xist*-TetOP mutants (for clone 1 of each mutant type) from 2 to 4 independent experiments. A minimum of 50 *Xist*-coated chromosomes were counted per experiment. Only *P*-values corresponding to significant differences from unpaired Student's *t*-test, comparing mutants to *Xist* FL, are indicated as \**P* < 0.05.
- C Normalized *Xist* RNA levels retrieved after actinomycin D treatment for 2, 4, and 6 h measured by RT-qPCR compared to 18S rRNA; shown are the mean of three independent biological replicates normalized to the non-treated conditions (0 h); errors bars represent SEM.
- D Graph represents the mean area (above) and total intensity (below) of *Xist* RNA FISH signal in *Xist* FL and *Xist* ΔB+C-induced cells at day 2 of differentiation and in female MEFs; error bars represent SEM; a minimum of 71 *Xist* signals were counted per cell line; significant differences from unpaired Student's *t*-test, comparing mutants to *Xist* FL, are indicated as \**P* < 0.05 or \*\*\**P* < 0.01.
- E Representative deconvoluted images from Z-projection images of RNA FISH using Stellaris fluorescent-labeled oligonucleotides targeting *Xist* in MEFs, *Xist* FL, and *Xist* ΔB+C-induced cells used for the quantification used in Fig EV3B; Scale bar: 10 μm.

Source data are available online for this figure.

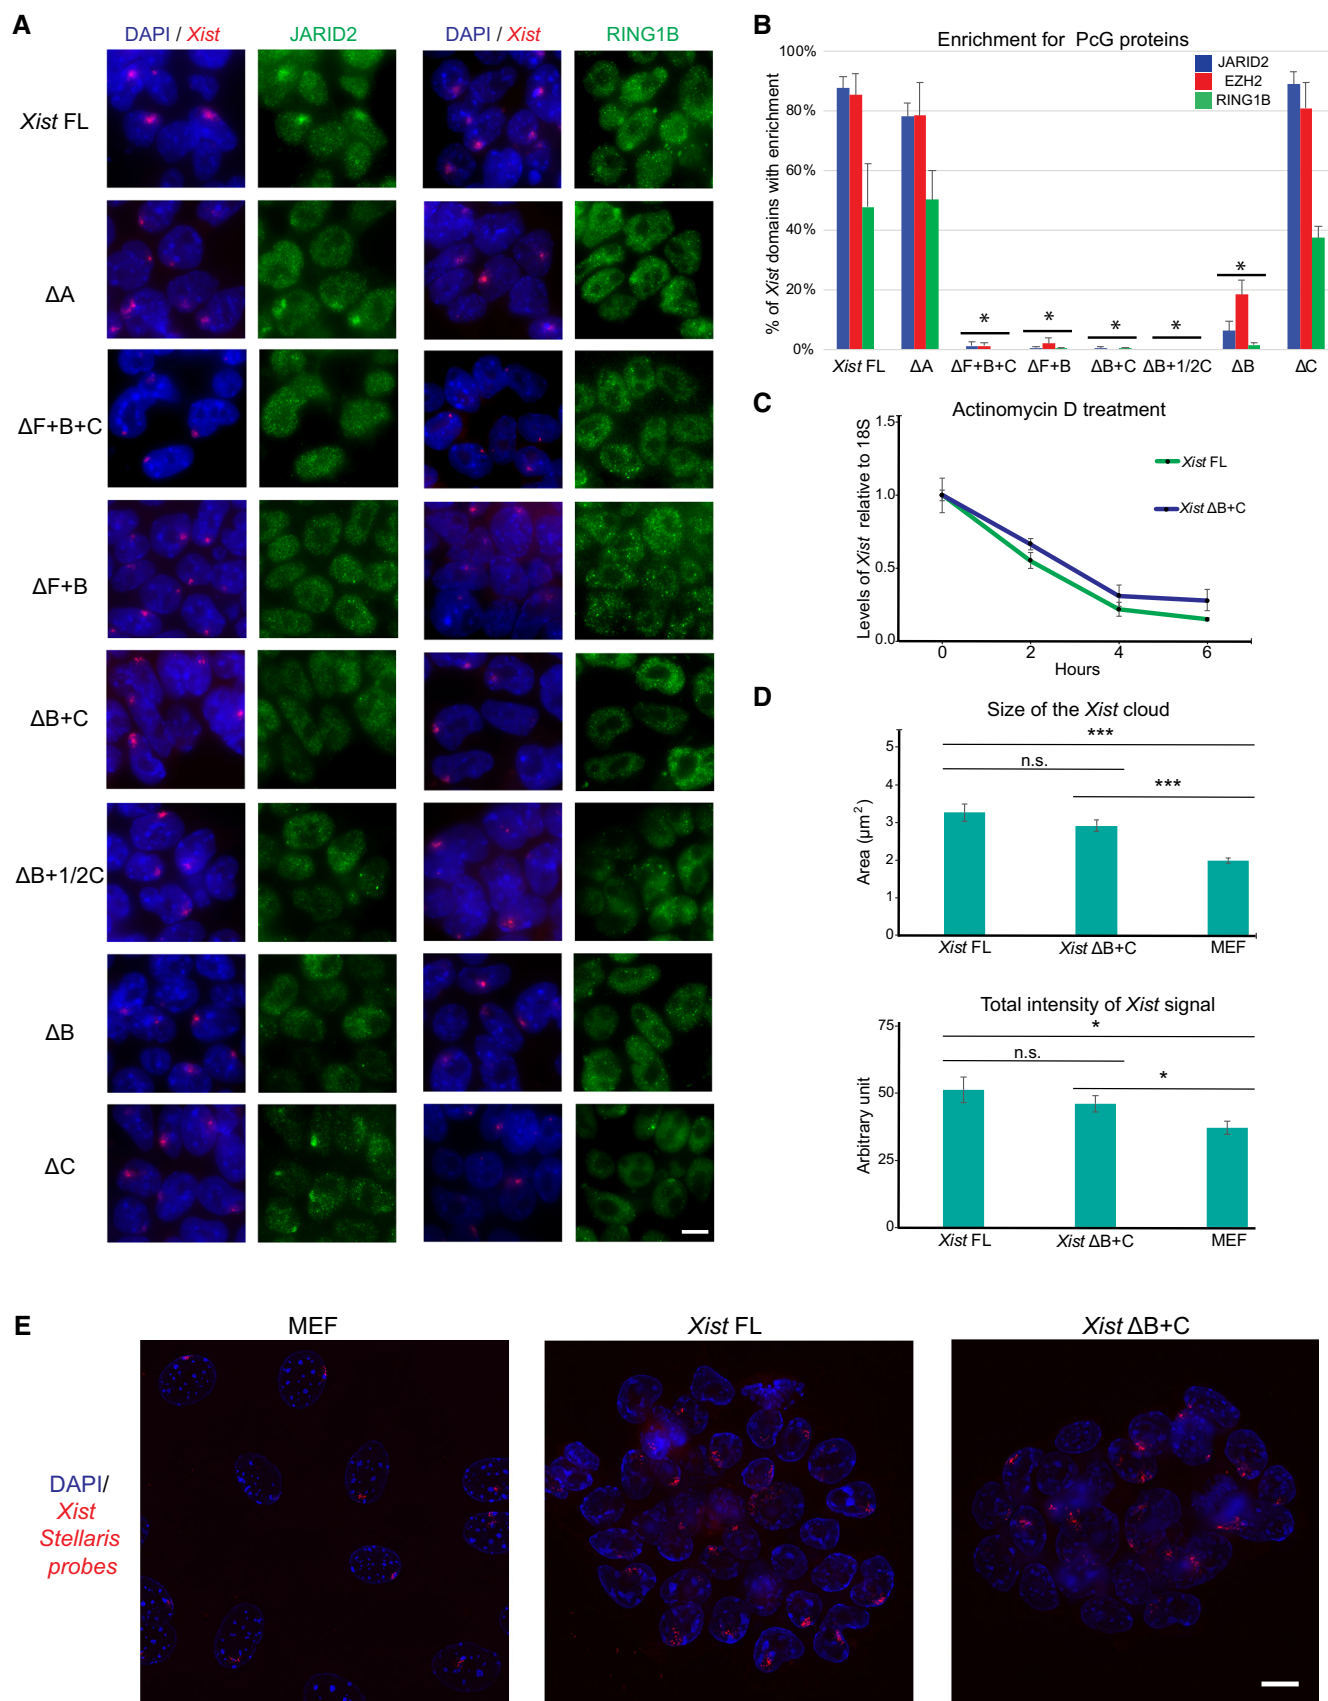

Figure EV2.

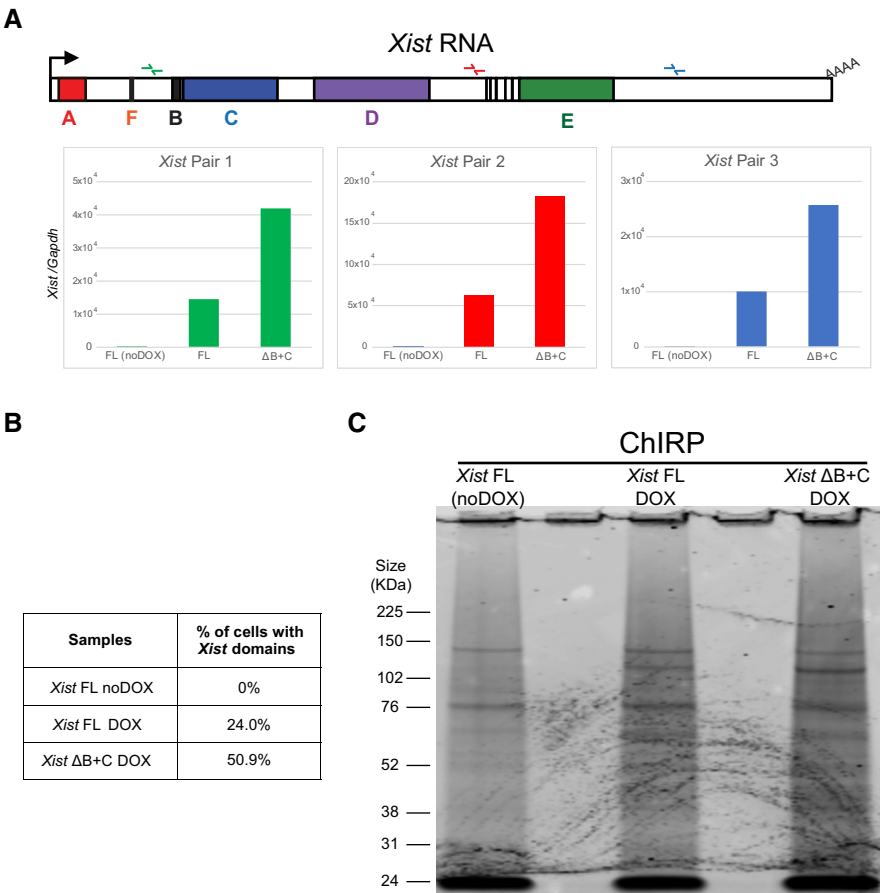

**Figure EV3. Quality check of ChIRP procedure in *Xist* FL and *Xist* ΔB+C cells.**

**A** RT-qPCR with three primer pairs along *Xist* to evaluate RNA retrieval after ChIRP procedure for *Xist* FL (in noDOX and DOX conditions) and *Xist* ΔB+C (DOX) at day 3 of differentiation.

**B** Table showing the percentage of cells exhibiting a *Xist*-coated X chromosome for *Xist* FL (both noDOX and DOX) and *Xist* ΔB+C (DOX) as determined by *Xist* RNA FISH used for ChIRP-MS; a minimum of 500 cells were counted.

**C** Blot visualized with Coomassie blue staining showing the band pattern of proteins displayed by *Xist* FL (both noDOX and DOX) and *Xist* ΔB+C (DOX) after ChIRP.

**Figure EV4. Normalization of nChIP-seq to the percentage of *Xist*-induced cells in *Xist* FL and *Xist* ΔB+C confirms residual enrichment of PcG marks at initially active X-linked genes.**

**A** Normalized signal of H3K27me3 and H2AK119ub around *HoxC* cluster (chr15: 102,840,000–103,110,000); shown is the signal of each sample around these cluster, normalized by the size of the library.

**B** Barplot representing percentages of H3K27me3 and H2AK119ub reads mapping on X chromosome (chrX) in each sample.

**C** Violin plots quantifying H3K27me3 and H2AK119ub enrichment over intergenic regions, initially active promoters, and initially active gene bodies on chrX and on autosomes in *Xist* FL and *Xist* ΔB+C cell lines upon DOX induction at day 2 of differentiation; shown is the distribution of the calculated log2 fold change in DOX versus noDOX conditions, the horizontal band is the median, and the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles; *P*-values were calculated using unilateral Wilcoxon test, comparing chrX and autosomal enrichment of PcG marks for each genomic region.

**D** Table showing the percentage of cells exhibiting a *Xist*-coated chrX for the different duplicates of *Xist* FL and *Xist* ΔB+C in DOX and noDOX conditions as determined by *Xist* RNA FISH; a minimum of 500 cells were counted to calculate the percentage of cells with a *Xist*-coated chrX.

**E** Violin plots quantifying H3K27me3 and H2AK119ub enrichment over intergenic regions, initially active promoters, and gene bodies on chrX in *Xist* FL and *Xist* ΔB+C upon DOX induction at day 2 of differentiation after normalization for the percentage of cells with *Xist*-coated chromosomes. Shown is the distribution of the calculated log2 fold change in DOX versus noDOX conditions, the horizontal band is the median, and the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles; *n* = indicates the number of genes analyzed; *P*-values were calculated using a paired Wilcoxon test, comparing *Xist* FL and *Xist* ΔB+C cell lines.

Source data are available online for this figure.

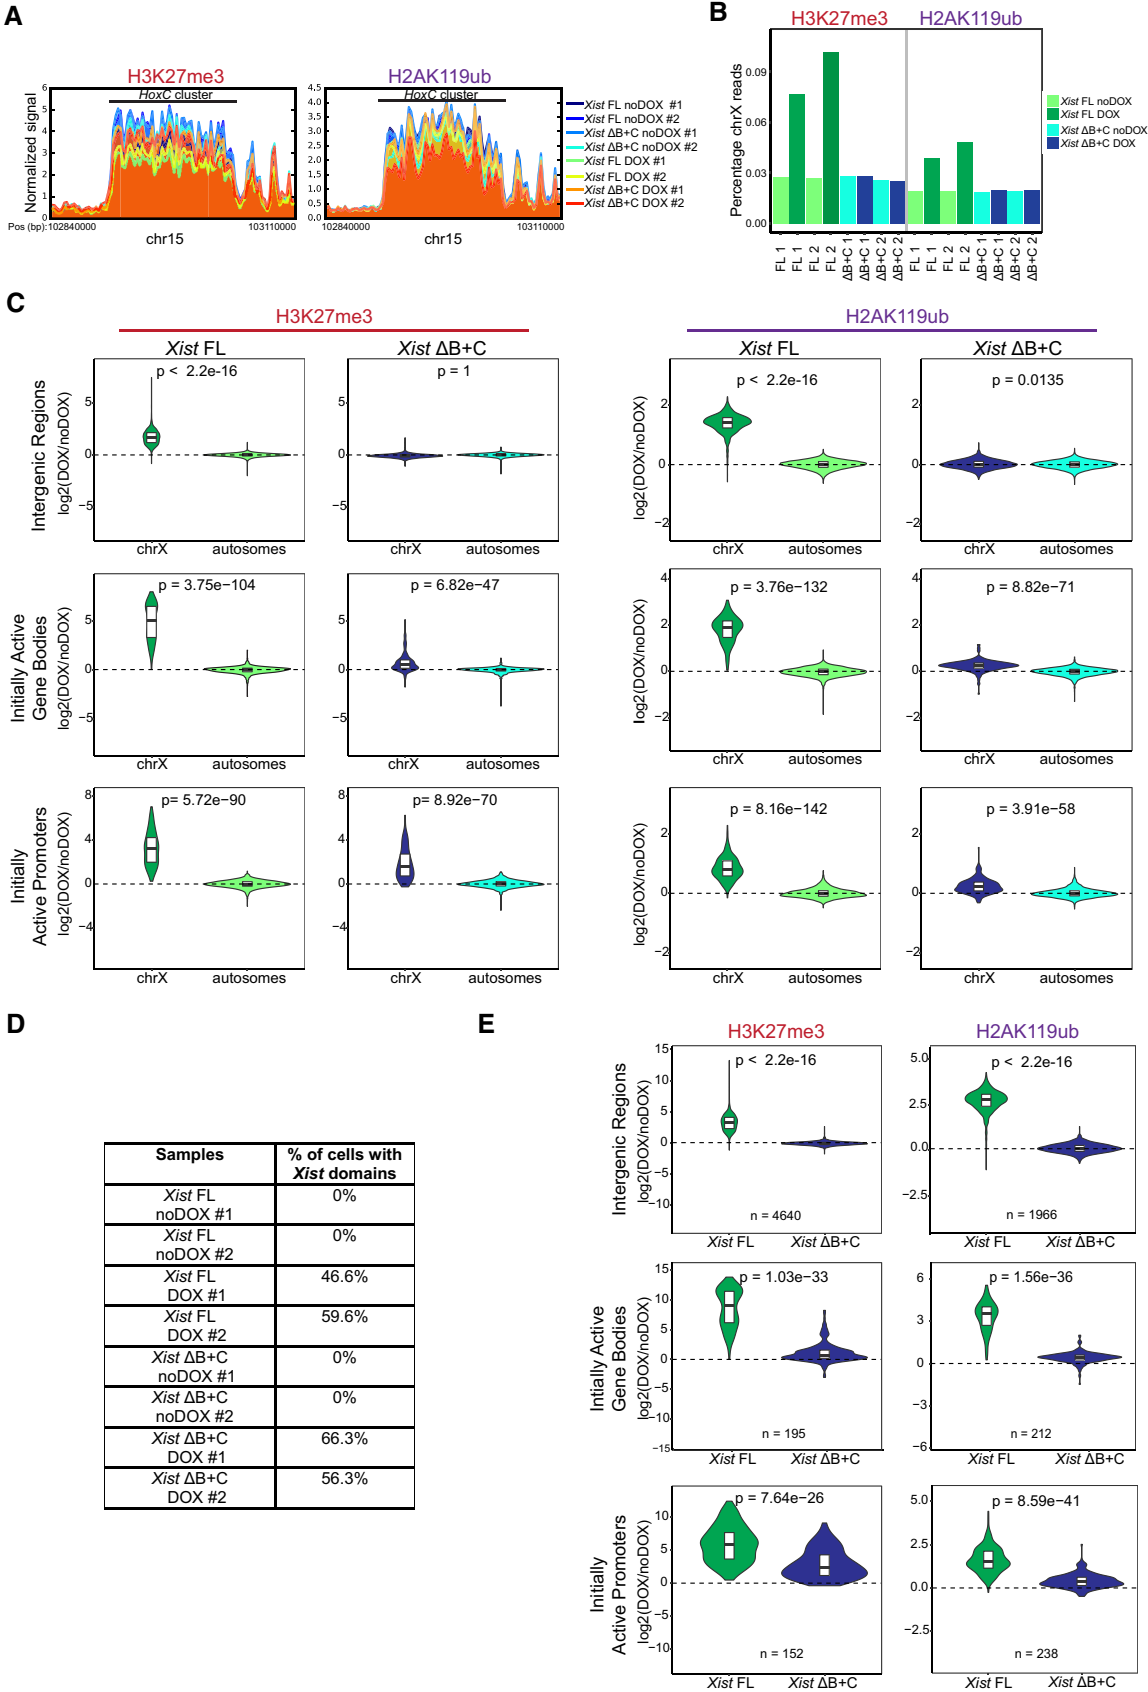

Figure EV4.

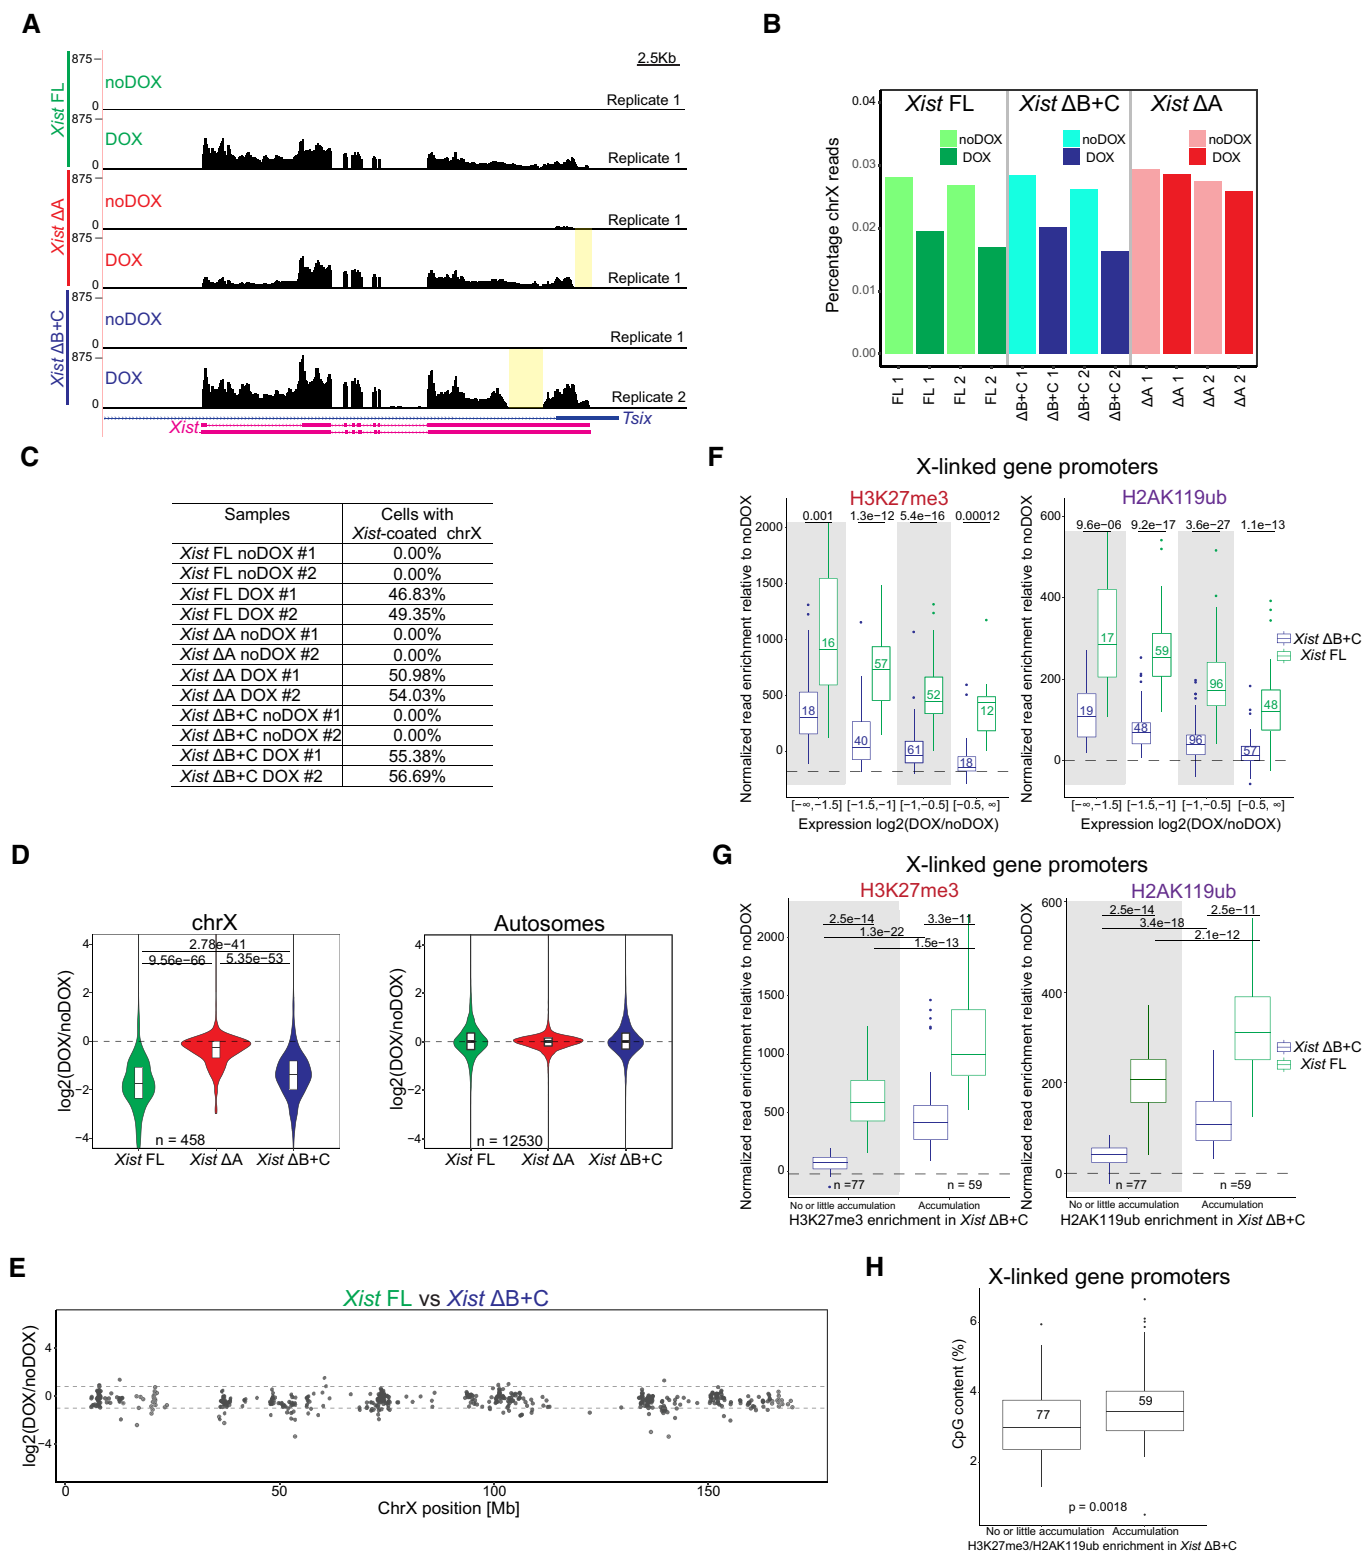

**Figure EV5. Assessment of transcriptional changes by RNA-seq in *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C-induced cells.**

- A Genome browser plots showing RNA-seq reads on *Xist*/*Tsix* genes for *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C mutants in DOX and noDOX conditions at day 2 of differentiation; yellow boxes display the deleted regions in both *Xist* ΔA and *Xist* ΔB+C.
- B Barplot representing percentages of RNA-seq reads mapping on X chromosome (chrX) in each sample.
- C Table showing the percentage of cells exhibiting an *Xist*-coated chrX for the different duplicates of *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C in DOX and noDOX conditions as determined by *Xist* RNA FISH; at least 500 cells were counted to estimate the percentage of cells with a *Xist*-coated chrX.
- D Violin plots displaying the distribution of the average log<sub>2</sub>(fold change) in gene expression between DOX and noDOX conditions on chrX and autosomes in *Xist* FL, *Xist* ΔA, and *Xist* ΔB+C after normalization for the percentage of cells with a *Xist*-coated chrX; the horizontal band is the median of the values, and the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles; *n* = indicates the number of genes analyzed; *P*-values for chrX were calculated using a paired Wilcoxon test.
- E Plots display the comparison of log<sub>2</sub>(fold change) in X-linked gene silencing upon DOX induction between *Xist* FL and *Xist* ΔB+C at day 2 of differentiation; Limma *t*-test did not find any gene differentially expressed between *Xist* FL and *Xist* ΔB+C.
- F Box plots displaying the normalized read enrichment at promoters for H3K27me3 and H2AK119ub upon DOX induction for distinct categories of X-linked genes with different degrees of gene silencing between DOX and noDOX conditions in both *Xist* FL and *Xist* ΔB+C; the horizontal band of the box plot is the median of the values, the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles, the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*-values were calculated using a Wilcoxon test; numbers inside the box plots indicate the number of genes analyzed.
- G Box plots displaying H3K27me3 and H2AK119ub normalized enrichment levels at promoters upon induction in two categories of X-linked genes: with no or little accumulation versus with accumulation of these PcG marks in induced *Xist* ΔB+C cells; the horizontal band of the box plot is the median of the values, the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles, the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*-values were calculated using a Wilcoxon test; *n* = indicates the number of genes analyzed.
- H Box plots displaying the CpG content of promoters that accumulate or not H3K27me3/H2AK119ub between noDOX and DOX conditions in *Xist* ΔB+C at day 2 of differentiation; the horizontal band of the box plot is the median of the values, and the lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles; the upper whisker extends from the hinge to the largest value not further than 1.5 interquartile range from the hinge, and the lower whisker extends from the hinge to the smallest value at most 1.5 interquartile range of the hinge; *P*-values were calculated using a Wilcoxon test; numbers inside the box plots indicate the number of promoters analyzed.

Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

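RNA‐seq was available for the *Xist* FL, *Xist* ΔA and *Xist* ΔB+C lines at day 2 of differentiation, with and without DOX, with 2 replicates in each of the 6 groups. The authors mapped the read pairs to the mm10 genome with TopHat and the refFlat annotation, counted the read pairs covering the exons of each gene with featureCounts, and deposited these counts without normalization, as 1 file per library. Replicates were not pooled, and the methods do not mention removal of PCR duplicates. The counts were whole numbers with a different total in each library, and samples were assigned to groups by their labels and not by their values. The file name of the *Xist* ΔB+C noDOX replicate 1 library contains the word DOX, while its labels state noDOX; the labels were followed, and its *Xist* count of 96 is given here so that the choice can be judged. The other deposited data of the paper, among them the nChIP‐seq profiles, were not analysed here. The promoter enrichment of H3K27me3 and H2AK119ub, the PcG categories of genes, the percentages of *Xist*‐coated cells and the list of X‐linked genes were taken from the paper.

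Each library held between 31337490 and 41240470 counts. Gene positions came from GENCODE vM21, in which 24184 of the 24627 genes in the count files were found, 146 of them through an older name. Genes with at least 1 CPM in at least 6 of the 12 libraries were tested. TMM factors from expressed autosomal genes lay between 0.978 and 1.02. Genes were tested with edgeR 4.0.16 (quasi‐likelihood test with robust dispersions, 6 group means) in R 4.3.3, with adjusted p‐values by the Benjamini–Hochberg method and a threshold of 0.05. Comparisons were DOX against noDOX in each line, the difference of that response between lines, and the lines against each other without DOX. Gene sets were tested with the rotation test fry of limma 3.58.1, with the libraries as replicates. The share of X‐linked counts was compared with two‐sided exact permutation tests. Tests that permute genes used 1e+05 resamples. For the adjustment to *Xist*‐coated cells, the coated fraction replaced DOX as the covariate. The paper's paired Wilcoxon tests were repeated across genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

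The rule for the genes named in the text was set beforehand. Besides genes that the paper names, it covers the 3 X‐linked genes with the largest falls and the 3 autosomal genes (mean of at least 5 CPM) with the largest changes in each line, among those past the threshold and changed the same way in both pairs, and the 2 genes with the smallest p‐value for each difference between lines. *Atp1b4*, which the paper names, did not pass the filter. The result for 1 gene covered by this rule is not reported. The pairing of libraries comes from the replicate numbers in the sample labels. It was used as a block in a second fit, whose results are given beside those of the first, and it was checked by correlating the differences between replicates 2 and 1 across autosomal genes between groups.

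The other settings tried were DESeq2 1.42.0 and limma‐voom in place of edgeR, TMM factors from all expressed genes, library totals alone, no filter on low counts, a stricter filter of 5 CPM, genes with a mean of at least 10 CPM, the libraries of the compared lines alone, the percentages of Fig EV5C, a mixture of coated and uncoated cells on the linear scale, and leaving out 1 replicate at a time. The steps were tested on simulated counts of the same size. Of 200 autosomal genes given a change with DOX in *Xist* FL, edgeR recovered 173 (86.5%), limma‐voom 171 (85.5%) and DESeq2 191 (95.5%), and false calls made up 3.75%, 4.48% and 15.3% of their calls. In a second simulation without a difference between lines, false calls made up 5.36%, 5.46% and 15.4%. A simulated difference of 0.3 between lines in the log2 (fold change) of X‐linked genes was returned as 0.31, and in the second simulation a difference of 0 as 0.0097. With 2 replicates per group, an outlying sample cannot be told from its partner, and other splits of the samples were not counted.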

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

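For the autosomal response, the tests of doxycycline, of the library made from less RNA, of further differentiation and of ribosomal RNA were chosen only after the result was seen, as were those of the smaller response of *Xist* ΔA, of *Tsix*, and of chromosome 11. The other tests of this part were chosen before their results were seen.

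The response of X‐linked genes differed between lines. The median difference in log2 (fold change) was −0.58 for *Xist* ΔB+C minus *Xist* ΔA, 0.63 for *Xist* ΔA minus *Xist* FL and −0.91 for *Xist* ΔB+C minus *Xist* ΔA after adjustment for *Xist*‐coated cells. There were 17 X‐linked genes with a different response in *Xist* ΔB+C and *Xist* ΔA, and 9 autosomal ones (1401 at an unadjusted p under 0.05, 1031 with the replicate block). The *Xist* ΔA minus *Xist* FL difference did not come from fewer coated cells (1.38 after that adjustment), from normalization (0.59 with library totals), from GC content and gene length (0.605 after subtracting their autosomal trends), from levels without DOX (−0.0549 between the lines) or from ribosomal RNA in replicate 2 (0.56 in the pairs of replicate 1). Less *Xist* RNA per coated cell in *Xist* ΔA may contribute. At most 13.6 CPM per percent of coated cells was found there, less than in any library of the other lines. Line and *Xist* level go together, so these libraries alone cannot separate the loss of the A repeat from a lower *Xist* level. Between the other lines more *Xist* did not bring a larger fall. *Xist* ΔB+C had at least 20.4 CPM per percent and a median of −0.77, and *Xist* FL at most 18.6 and −0.83. The paper reports that *Xist* ΔA failed to silence the genes it scored by RNA FISH on *Xist*‐coated chromosomes.

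The paper shows the distribution of autosomal changes in Fig EV5D, and single autosomal genes were tested here. With DOX, 36 changed in *Xist* FL (18 higher, 18 lower) and 228 in *Xist* ΔB+C (106 higher, 122 lower), and 31 were shared; in *Xist* ΔA there were 0 (95 at an unadjusted p under 0.05). Each of the 228 genes moved the same way in *Xist* FL (100%). Their median change in *Xist* ΔA, in the direction of *Xist* ΔB+C, was −0.0646 of that in *Xist* ΔB+C, which goes against an effect of doxycycline itself, and the movement in *Xist* FL goes against the library made from less RNA. With library totals 89% of the number remained. The correlation across autosomal genes of the log2 (fold change) with gene length was 0.031 in *Xist* ΔB+C and −0.0793 in *Xist* FL. With GC content it was 0.129 in *Xist* ΔB+C but 0.308 in *Xist* FL, so that GC content is not excluded for *Xist* FL. Of the 228 genes, 39.9% moved in the direction of the mean difference between replicates 2 and 1 of the noDOX libraries of *Xist* FL and *Xist* ΔA, which decides nothing about differentiation, since that difference is not known to measure it. The largest rise in ribosomal RNA, 0.89 percentage points, was in *Xist* ΔA. Among the largest changes were those of *Cpz* (chromosome 5; 1.78 in *Xist* FL and 2.34 in *Xist* ΔB+C), *Eomes* (chromosome 9; −1.59 and −1.38) and *Sytl1* (chromosome 4; 1.45 and 1.52). A response of autosomal genes to the silencing of X‐linked genes is a candidate explanation, but it cannot be told apart from a difference in the course of differentiation.

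Without DOX, 1260 autosomal genes differed between *Xist* ΔA and *Xist* FL, and 3 between *Xist* ΔB+C and *Xist* FL (746 at an unadjusted p under 0.05). For *Xist* ΔA, the correlation across genes was 0.143 with gene length and 0.0254 with GC content. A different stage would move naive pluripotency and differentiation markers in opposite directions. Markers of the onset of differentiation were higher in *Xist* ΔA (7 of 10, median 0.23, adjusted p = 0.00467, limma's fry), but naive markers were not lower (8 of 10 higher), and the larger unadjusted p of the 2 lists was 0.931. Fewer fibroblasts in the *Xist* ΔA culture would leave unexplained the 552 autosomal genes that were higher there. For the 708 lower genes the markers did not exclude fibroblasts, and 6 of the 9 fibroblast markers had values. The paper's methods state that both lines were adapted to culture without feeder cells, which argues against feeder fibroblasts. The fall of the fibroblast markers passed 0.05 only with the block. All 6 were lower in *Xist* ΔA (median −0.54, unadjusted p of 0.0738, adjusted p = 0.396, and 0.0372 with the block). The largest departure of an autosome from the others was −0.396 for *Xist* ΔA, just short of the 0.4 set for a whole gain or loss, and −0.2 for *Xist* ΔB+C. In *Xist* ΔA the departing autosome was chromosome 11, which was lower in *Xist* ΔA than in *Xist* FL by −0.335 to −0.445 in each of the 4 pairs of libraries and in 13 of 13 windows, and by −0.335 after GC content and gene length were subtracted. A copy number change in part of the cells is a possible explanation for that chromosome, on which 266 of 1113 genes were called. Smaller shifts had the same sign in the 4 pairs of *Xist* ΔA and *Xist* FL libraries on chromosomes 8 (−0.193 to −0.0965), 12 (0.128 to 0.221), 14 (−0.213 to −0.0430) and 19 (−0.218 to −0.0810), where copy number was not tested further. *Xist* ΔB+C also kept a sign against *Xist* FL in the 4 pairs, on chromosomes 8 (0.0569 to 0.159), 11 (−0.163 to −0.0912), 14 (−0.312 to −0.152) and 19 (0.0994 to 0.162), so that chromosome 11 was higher in *Xist* FL than in both mutant lines. To give the shift of *Xist* ΔA without DOX (−0.348), an extra copy of chromosome 11 in *Xist* FL would have to be present in 54.6% of cells. The median difference of chromosome 11 in *Xist* ΔB+C was smaller (−0.154), so that such a copy in *Xist* FL alone would not account for both lines. According to the paper's methods, *Xist* ΔB+C was made from *Xist* FL, while *Xist* ΔA was a line published earlier. The numbers of differing genes, 3 for *Xist* ΔB+C and 1260 for *Xist* ΔA, follow that history. *Xist* was at 7.31 CPM in *Xist* ΔA without DOX, against 646 CPM with DOX. No test here separated a difference between clones from an effect of the deletion.

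*Xist* itself had more counts without DOX in *Xist* ΔA than in *Xist* FL (log2 difference 1.41, adjusted p = 0.0101, edgeR). *Tsix*, which overlaps *Xist* on the other strand, was higher too (2.16), so reads of *Tsix* counted on *Xist* may account for it; no biological explanation was tested.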

How the results depend on the processing

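The settings were chosen before the data were examined, apart from the TPM rule, the settings tried for single genes and the unadjusted counts of autosomal genes, which were chosen after seeing the data. The number of X‐linked genes past the threshold depended on the test and on the replicate block. Genes lower with DOX numbered 126 in *Xist* FL, and 265 with DESeq2, 374 with the block, 357 with adjustment over X‐linked genes alone, 362 at an unadjusted p under 0.05 and 0 in the 4 libraries of that line alone. In *Xist* ΔB+C, 159 became 247, 351, 301, 332 and 0 in the same order, and in *Xist* ΔA 0 became 2, 2, 1 and 53, with 0 alone. Genes higher with DOX in *Xist* ΔB+C went from 0 to 4 with the block, 1 with adjustment over X‐linked genes and 1 unadjusted. A different response in *Xist* ΔB+C and *Xist* ΔA was called for 17 genes, and for 107 with DESeq2, 8 with library totals, 30 without a filter, 198 with the block, 0 in the libraries compared alone, 136 over X‐linked genes, 194 unadjusted and 6 after adjustment for coated cells. Between *Xist* ΔA and *Xist* FL 0 became 76 with DESeq2, 3 without a filter, 171 with the block, 131 over X‐linked genes and 216 unadjusted, and between *Xist* ΔB+C and *Xist* FL 0 became 12 unadjusted and 14 unadjusted after adjustment for coated cells. The cause was not tested.

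Autosomal genes changed with DOX numbered 36 in *Xist* FL (306 with DESeq2, 1452 with the block, 0 in its own libraries, 1417 unadjusted), 228 in *Xist* ΔB+C (842, 2530, 0 and 2143) and 0 in *Xist* ΔA (1 with DESeq2, 95 unadjusted). Without DOX, 1260 between *Xist* ΔA and *Xist* FL became 2107 with DESeq2, 4269 with the block and 3329 unadjusted, and 3 between *Xist* ΔB+C and *Xist* FL became 59 with DESeq2, 0 with TMM from all genes, 1 without a filter, 125 with the block, 0 in the libraries compared alone, 746 unadjusted and 0 with limma‐voom and the TPM rule.

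The medians kept their direction, with 1 exception. That of *Xist* ΔA passed 0.05 with the block (−0.12, p 0.0456). The *Xist* ΔB+C minus *Xist* FL difference ran from 0.016 to 0.055 across the fits that each left out one replicate, and its adjusted form from 0.17 to 0.47. As a mixture of coated and uncoated cells, the adjusted medians were −3.23 in *Xist* FL and −1.74 in *Xist* ΔB+C. The differences between medians were then 1.49 for *Xist* ΔB+C minus *Xist* FL and −1.51 for *Xist* ΔB+C minus *Xist* ΔA. Leaving out one replicate gave 0.056 to 0.096 for the difference at genes with no or little PcG accumulation, −1.22 to −1.13 in *Xist* ΔB+C and −1.19 to −1.08 in *Xist* FL at genes with accumulation, 0.14 to 0.28 for the difference between categories in *Xist* FL, and −0.037 to 0.045 for the *Xist* ΔB+C minus *Xist* FL difference at genes with accumulation, which reversed. The cause was not tested.

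For single genes, 35 results were computed, and their values under the alternatives are counted here. Of these values 3 reversed, belonging to 2 results: *Pgk1* in *Xist* ΔA (−0.019 with library totals, −0.034 to 0.065 across the fits that each left out one replicate) and *Lamp2* in *Xist* ΔA (−0.019 with library totals). Both genes stood at 0.02 in the main fit of *Xist* ΔA, with standard errors of 0.17 and 0.36, so that their sign was not resolved there. Another 25 of the values were weaker and 10 stronger, and 242 were the same. In simulated counts of this depth and design, edgeR recovered 73.8% and 84.5% of the genes given a 2‐fold change in the 2 simulations. Of those given a 4‐fold change it recovered 100% and 97.9%. These were autosomal genes with a mean of at least 5 CPM, changed with DOX in *Xist* FL. The libraries were drawn without the shared replicate deviations of the data. Recovery of single genes that differ in response between lines was not simulated, so these rates cannot show what a count of 0 means there. Of the values that the other 40 results took under the alternatives, 300 were the same, 61 moved, 1 was stronger and 1 reversed.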

Differences from the paper's values

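The alternatives with the TPM rule in this part were chosen only after the values were seen. P‐values read from figures are given as log10 and were taken as different when the p‐values lay more than 1.5 times apart. The paper's log10 values are rounded here, while the comparison used the p‐values as read. Printed values that lie close together can therefore still count as different.

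In *Xist* ΔA the median log2 (fold change) was −0.12 against the paper's −0.1305. Of the alternatives set before the data were examined, no filter (−0.124), all X‐linked genes of the annotation (−0.137) and leaving out replicate 2 (−0.126) closed the gap, and DESeq2, limma‐voom, TMM from all genes, library totals, the stricter filter, the block, the libraries of the line alone, genes with a mean of at least 10 CPM and leaving out replicate 1 did not. The TPM rule, chosen after seeing the values, closed it (−0.125). After adjustment for coated cells it was −0.23 against the paper's −0.2538, and none of the alternatives set before the data were examined closed the gap.

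For *Xist* ΔB+C against *Xist* FL, the paired Wilcoxon log10 p across X‐linked genes was −6.18 against the paper's about −8.3 in Fig 4E, read by eye, and none of the alternatives closed the gap, including the TPM rule chosen after seeing the values (−7.36). For *Xist* ΔB+C against *Xist* ΔA it was −54.94 against the paper's about −54 in Fig 4E, read by eye, and none closed the gap.

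After adjustment for coated cells the log10 p was −48.49 for *Xist* ΔB+C against *Xist* FL, the paper's being about −41 in Fig EV5D, read by eye, and none closed the gap, the percentages of Fig EV5C giving −39.74. It was −64.81 for *Xist* ΔA against *Xist* FL, the paper's being about −65 in Fig EV5D, read by eye, and the percentages of Fig EV5C closed the gap (−64.91) while limma‐voom, the block and leaving out a replicate did not. For *Xist* ΔB+C against *Xist* ΔA it was −51.9, the paper's being about −52 in Fig EV5D, read by eye. By these rounded values there is no gap, and limma‐voom (−52.38) lies further off. By the p‐value as read before rounding, −51.9 differed and limma‐voom did not. So small a gap to a value read by eye decides nothing. The percentages of Fig EV5C, the block and leaving out a replicate differed on either count.

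For genes with no or little PcG accumulation, the paired Wilcoxon log10 p of *Xist* ΔB+C against *Xist* FL was −3.21 against the paper's about −4 in Fig 4F, read by eye, and none closed the gap. Between the PcG categories in *Xist* FL it was −3.2 against the paper's about −2.8 in Fig 4F, read by eye; limma‐voom (−2.79) and the block (−2.96) closed the gap, and TMM from all genes and leaving out a replicate did not.

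The paper states that silencing was slightly relaxed in *Xist* ΔB+C. With the libraries as replicates, the difference from *Xist* FL had an adjusted p = 0.841 (limma's fry). The paper finds the relaxation clearer after adjustment for coated cells. The median difference was then 0.41, with an adjusted p = 0.236 (limma's fry), or 0.107 with the block. It also reports a mild relaxation of *Lamp2* by RNA FISH, which was not tested here.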

Other observations

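The tests of gene length for the fall in *Xist* ΔA, and of GC content with gene length for the relaxation in *Xist* ΔB+C, were chosen only after the results were seen.

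The median X‐linked difference between *Xist* ΔB+C and *Xist* FL, 0.051, was within the error of the replicates. It was 0.41 after adjustment for coated cells, 0.055 in the pairs of replicate 1, 0.0817 with library totals, 0.0237 in genes with a mean of at least 10 CPM and 0.0259 after the autosomal trends with GC content and gene length were subtracted. The median log2 difference of X‐linked genes, *Xist* ΔB+C against *Xist* FL, was −0.0458 without DOX and 0.0042 with DOX. At the median, the lines therefore differed more in their levels without DOX than in those with DOX. Across genes, the difference correlated at 0.101 with gene length and −0.223 with GC content. The medians differed with expression level. In the 146 genes with the highest level without DOX the median was −0.0363 (43.2% positive), and negative in both pairs (−0.00562 and −0.0722), against 0.146 in the 146 with the lowest level and 0.0913 in the 146 between them. None of the 3 medians was resolved from the variation between replicates (fry, unadjusted p of 0.72, 0.306 and 0.735; 0.658, 0.132 and 0.485 with the block). The relaxation may depend on expression level, since it correlated at −0.324 with the level without DOX (permutation p = 1e-05, the smallest the resamples can give). The same noDOX libraries enter both measures, and whether their noise adds to this relation was not tested. Distance from *Xist* (0.0889) and the loss of PcG marks at promoters in the paper's values (−0.00987, across 136 genes) showed no such relation. Genes are not independent replicates.

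The slight fall in *Xist* ΔA may be weak silencing of the same genes, since its log2 (fold change) correlated with that of *Xist* FL across X‐linked genes (0.358). Its correlation with *Xist* ΔB+C was lower, at 0.144, which goes against that reading, since *Xist* FL and *Xist* ΔB+C correlated at 0.849. It did not come from normalization (−0.16 with library totals), showed no spread from the *Xist* locus (0.0819 with distance), and had a median of −0.112 after the autosomal trends with gene length and GC content were subtracted. The change in *Xist* ΔA did follow gene length across genes, at −0.380 for autosomal and −0.316 for X‐linked genes, so that an effect of length on single genes is not excluded.

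In *Xist* FL, 164 X‐linked genes (37.4%) fell below the level that uncoated cells alone would leave, 39.7% with the percentages of Fig EV5C, against 0.676% of autosomal genes. The number in *Xist* ΔB+C was 62 genes (14.2%). The other set of percentages therefore does not account for these genes. The spread of the measurement cannot be excluded, since autosomal genes lie around 0 and X‐linked genes in *Xist* FL already lie close to that level. A hypothesis that was not tested is that more cells carried *Xist* than were counted as coated.

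The weaker fall of genes with no or little PcG accumulation in *Xist* ΔB+C remained when genes were permuted only among those of similar expression level without DOX (permutation p = 3e-05 across genes, which are not independent replicates).

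A response of the cells to silencing was tested with marker lists (20 tests). For *Xist* ΔB+C, 10 of 10 p53 targets rose (median 0.30, adjusted p = 0.503, limma's fry; 0.0372 with the block). Naive pluripotency genes did not fall (9 of 10 higher, median 0.59, adjusted p = 0.708), and genes of the onset of differentiation did not rise (6 of 10 lower, median −0.19, adjusted p = 0.00467; 0.0598 with the block). In *Xist* FL, 9 of 10 p53 targets rose (median 0.23, fry adjusted p = 0.562; 0.0771 with the block). There, 9 of 10 naive genes were higher (median 0.56), and the onset genes were split, 5 lower and 5 higher (median 0.11). In *Xist* ΔA, 8 of 10 p53 targets were lower (median −0.15, fry adjusted p = 0.774; 0.207 with the block).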
